# Glycine cleavage system determines the fate of pluripotent stem cells via the regulation of senescence and epigenetic modifications

**DOI:** 10.26508/lsa.201900413

**Published:** 2019-09-27

**Authors:** Shengya Tian, Junru Feng, Yang Cao, Shengqi Shen, Yongping Cai, Dongdong Yang, Ronghui Yan, Lihua Wang, Huafeng Zhang, Xiuying Zhong, Ping Gao

## Abstract

Metabolic remodelling has emerged as critical for stem cell pluripotency; however, the underlying mechanisms have yet to be fully elucidated. Here, we found that the glycine cleavage system (GCS) is highly activated to promote stem cell pluripotency and during somatic cell reprogramming. Mechanistically, we revealed that the expression of Gldc, a rate-limiting GCS enzyme regulated by Sox2 and Lin28A, facilitates this activation. We further found that the activated GCS catabolizes glycine to fuel H3K4me3 modification, thus promoting the expression of pluripotency genes. Moreover, the activated GCS helps to cleave excess glycine and prevents methylglyoxal accumulation, which stimulates senescence in stem cells and during reprogramming. Collectively, our results demonstrate a novel mechanism whereby GCS activation controls stem cell pluripotency by promoting H3K4me3 modification and preventing cellular senescence.

## Abstract (precis)

The glycine cleavage system (GCS) is highly activated to promote stem cell pluripotency. The GCS catabolizes glycine to prevent methylglyoxal accumulation and to fuel H3K4me3 modification, promoting the expression of pluripotency genes.

## Introduction

Pluripotent stem cells (PSCs), including embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), have the ability to self-renew indefinitely and to differentiate into almost any type of somatic cell (Takahashi & Yamanaka, 2006; Ying et al, 2008; Shi et al, 2017). PSCs possess a unique metabolic system that is intimately linked to their pluripotent state (Folmes et al, 2012; Panopoulos et al, 2012; Zhang et al, 2012a; Shyh-Chang & Daley, 2015). Accumulating evidence has documented that similar to many types of cancer cells, PSCs preferentially obtain energy by high rates of glycolysis rather than by the more efficient process of aerobic respiration. Enhanced glycolysis promotes ESC self-renewal and improves the reprogramming efficiency of both mouse and human fibroblasts (Kondoh et al, 2007; Varum et al, 2011; Prigione et al, 2014; Cao et al, 2015). Recent studies have reported that, in contrast to the classic portrayal of the Warburg effect, pluripotent cells also use the glycolysis product Acetyl-CoA (Ac-CoA) to sustain histone acetylation and an open chromatin structure, which is critical for pluripotency and differentiation (Moussaieff et al, 2015). In addition to favouring glycolysis, PSCs also possess a distinct amino acid metabolism. For instance, mouse ESCs have the ability to catabolize threonine by activating threonine dehydrogenase (Tdh) to maintain an advantageous metabolic state; thus, mouse ESCs are very sensitive to threonine restriction (Wang et al, 2009; Shyh-Chang et al, 2013). However, because of the loss-of-function mutation of the Tdh gene during evolution, human ESCs have no ability to catabolize threonine; hence, whether human ESCs could benefit from metabolic pathways similar to threonine metabolism remains unclear. Intriguingly, a recent study performed by Shiraki et al noted that human ESCs were highly dependent on methionine metabolism, as methionine deprivation reduced histone and DNA methylation (Shiraki et al, 2014). More recently, an elegant study by Zhang et al (2016) showed that LIN28A regulated the serine synthesis pathway (SSP) in PSCs (Zhang et al, 2016). Despite these important findings regarding amino acid metabolism in PSCs, the underlying mechanisms and significance of amino acid metabolism in stem cells remain to be further explored.

The glycine cleavage system (GCS) is a multienzyme complex consisting of four individual components: glycine decarboxylase (Gldc), aminomethyltransferase (Amt), glycine cleavage system protein H (Gcsh), and dihydrolipoamide dehydrogenase (Dld). Gldc, Amt, and Gcsh are functionally specific to the GCS, whereas Dld encodes a housekeeping enzyme. As the first step of glycine cleavage in mitochondria, Gldc binds to glycine and transfers an aminomethyl moiety to Gcsh to form an intermediate in which the carboxyl carbon is converted to CO_2_. Subsequently, Amt catalyses the release of NH_3_ from the Gcsh-bound intermediate and transfers the methylene to tetrahydrofolate (THF), forming 5,10-methylene THF (Kikuchi, 1973; Narisawa et al, 2012; Go et al, 2014). The GCS is activated in only a few adult human tissues, mostly in the liver, brain, lung, and kidney, but its function in these tissues remains elusive (Kure et al, 2001). Inborn defects in GCS activity caused by mutations in Gldc or Amt lead to severe non-ketotic hyperglycinemia (NKH), which is life-threatening and leads to severe neurological disorders (Kikuchi et al, 2008; Pai et al, 2015; Leung et al, 2017). Recently, the GCS was found to be associated with many types of cancers; for example, GCS dysregulation promotes non–small cell lung cancer as well as glioma (Zhang et al, 2012b; Kim et al, 2015). However, the GCS was also reported to suppress the progression of hepatocellular carcinoma by inhibiting cell invasion and intrahepatic metastasis (Zhuang et al, 2018). Collectively, these results highlight the cell context-dependent role of the GCS in cell fate determination. It is interesting to note that although the association of abnormal GCS activity with cancers and diseases has been appreciated, there is still little documentation showing the means by which the GCS is regulated. More intriguingly, although cancer cells share a variety of properties with stem cells, it is much less understood how the GCS functions in PSCs than in other cells. Notably, during the submission of this manuscript, a very recent article described the role of the GCS in the maintenance and induction of pluripotency via metabolic regulation (Kang et al, 2019). However, additional mechanistic details, as well as the significance of this finding, remain to be further explored.

Here, we found that the GCS is highly activated in PSCs as a result of the elevated expression of the rate-limiting enzyme Gldc. We demonstrate that Gldc is activated by Sox2 and Lin28A via transcriptional and posttranscriptional mechanisms, respectively. We further demonstrate that the activated GCS is critical for the PSC pluripotency via the maintenance of the epigenetic state in PSCs as well as the protection of PSCs from senescence. Taken together, our findings illustrate a novel mechanism by which the GCS contributes to the unique metabolic phenotype of stem cells to control their pluripotency and cell fate.

## Results

### Gldc-mediated GCS is activated in PSCs and during somatic cell reprogramming

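RNA from MEFs, iPSCs, and mESCs was sequenced on an Illumina instrument as 1 library per cell type. MEFs are fibroblasts grown from mouse embryos, iPSCs are somatic cells reprogrammed to pluripotency, and the mESCs are untreated V6.5 cells, a mouse embryonic stem cell line. There were no replicates, so the differences between these libraries have no replicate check and no p-value. The authors mapped the reads to the mouse genome mm10 with TopHat2, assembled transcripts with StringTie, and computed gene expression with Ballgown. The deposited values are FPKM (fragments per kilobase of transcript per 1000000 mapped fragments) of 24421 genes, each listed once by its symbol. FPKM takes account of transcript length and sequencing depth but not of a different composition of the RNA. The FPKM values summed to 466650 in MEFs, 550627 in mESCs, and 576470 in iPSCs, of which the 10 most abundant genes held 8.0%, 9.0%, and 9.5%. An FPKM of at least 1 was reached by 11152 genes in MEFs, 11575 in mESCs, and 11833 in iPSCs. Depth was estimated from the low values of genes with a single annotated transcript, which cluster at whole multiples of what 1 fragment is worth. Of 1182 such values in MEFs, 74 lay at whole multiples of the best step, against a median of 4 for other step sizes. The steps correspond to about 24600000 fragments in MEFs, 24700000 in mESCs, and 22100000 in iPSCs. Ratios were taken on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. Genes with an FPKM of at least 1 in at least 1 library of a comparison were used, which left 12840 genes for mESCs against MEFs and 13032 for iPSCs against MEFs. The median log2 ratio of all these genes was 0.25 in mESCs and 0.31 in iPSCs. Rescaling every library to the same FPKM sum shifted the log2 ratios of genes with FPKM values well above the pseudocount by about -0.24 in mESCs and -0.30 in iPSCs, but not those of genes near 0 in MEFs, so the direction of small differences from MEFs depended on the scaling. Gene positions were taken from the GENCODE M21 annotation of mm10.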

To investigate whether ESCs exhibit a metabolic state different from that of somatic cells, we performed RNA-seq analysis of MEFs, iPSCs, and mouse embryonic stem cells (mESCs). 

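The similarity of the 3 profiles was measured over 1140 metabolic genes, those of the Reactome Metabolism set with an FPKM of at least 1 in at least 1 of the 3 libraries. Across these genes, Pearson's r of log2 expression was 0.952 between mESCs and iPSCs, 0.744 between mESCs and MEFs, and 0.708 between iPSCs and MEFs. Genes are not independent replicates, so each r describes a pair of libraries. Average-linkage clustering on 1 - r joined mESCs with iPSCs before MEFs. The levels of 205 metabolic genes (18.0%) differed at least 2-fold between mESCs and iPSCs. Between MEFs and either kind of stem cell, 543 metabolic genes (47.6%) differed by that much. Over all 13298 genes that passed the same filter, r was 0.939 between mESCs and iPSCs, 0.642 between mESCs and MEFs, and 0.603 between iPSCs and MEFs. The r of mESCs with iPSCs exceeded the larger r with MEFs by 0.21 for the metabolic genes, and by 0.12 without the filter on FPKM, the alternative that narrowed this gap most.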

Hierarchical clustering analysis of metabolic genes revealed that iPSCs and mESCs had a similar expression pattern, which was distinct from that of MEFs (Fig 1A). 

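The genes of glycine, serine, and threonine metabolism were taken as a hand-written list of 41, of which 30 passed the filter for mESCs against MEFs and 32 for iPSCs against MEFs. Each list was placed among 10000 random lists of the same size matched on mean expression, and its percentile among them describes these libraries only. The median log2 ratio of the glycine, serine, and threonine list was 0.71 in mESCs over MEFs, against 0.25 for the random lists, at percentile 94.51. In iPSCs over MEFs, it was 0.55, against 0.36 for the random lists, at percentile 73.20. Both medians lay within the central 95% of the random lists. The lowest ratios of the list were -5.10 for Sardh, which overlaps Sardhos, in mESCs and -6.44 for Gamt in iPSCs, and Tdh had the highest in both. The choice that moved them most was the mean in place of the median, which gave 1.39 (percentile 99.83) in mESCs and 1.42 (percentile 99.51) in iPSCs. Of the 32 genes that passed in the 3 libraries together, 12 (37.5%) were at least 2-fold higher in both mESCs and iPSCs, against 25.0% in the random lists. With Gldc and Tdh left out, the median was 0.48 in mESCs (percentile 76.41) and 0.46 in iPSCs (percentile 60.38). The list of carbon metabolism held 82 genes, of which 79 passed, and it includes Gldc. Its median log2 ratio was 0.57 in mESCs, against 0.34 for the random lists (percentile 93.69), and 0.27 in iPSCs, against 0.33 (percentile 34.48). Its lowest ratios were those of Hk3, which overlaps Unc5a, at -3.99 in mESCs and -4.59 in iPSCs, and Gldc had the highest. The iPSC median fell below 0, to -0.03, when the libraries were rescaled to the same FPKM sum. In place of this list, the wider Reactome set of carbohydrate metabolism gave -0.07 in each comparison. The wider Reactome set of amino acid metabolism had a median of 0.69 in mESCs (percentile 99.99) and 0.58 in iPSCs (percentile 99.38).
Among the enzymes of this pathway, Amt rose from an FPKM of 0.53 in MEFs to 81.9 in mESCs and 102.7 in iPSCs, which is 154.5-fold and 193.7-fold. Shmt1 rose from 9.41 to 86.3 and 66.1. Gcat had an FPKM of 16.3 in MEFs, 53.6 in mESCs, and 21.8 in iPSCs, so that it was 3.28-fold higher in mESCs and 1.33-fold higher in iPSCs. Gcsh was at 39.8 in MEFs, 136.8 in mESCs, and 51.7 in iPSCs. After centring on the median of all genes, the log2 ratio in iPSCs was 0.10 for Gcat and 0.06 for Gcsh. Psat1, with 216.4 in MEFs, was lower in mESCs (143.8) and in iPSCs (140.3). Phgdh was at 297.3, 220.1, and 213.1 in MEFs, mESCs, and iPSCs, but 63.1% of its 50-nt stretches also occur in other genes such as the pseudogene Gm7901, so its level is uncertain. Psat1 and Shmt1 overlap other annotated genes.

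**Figure D1:**
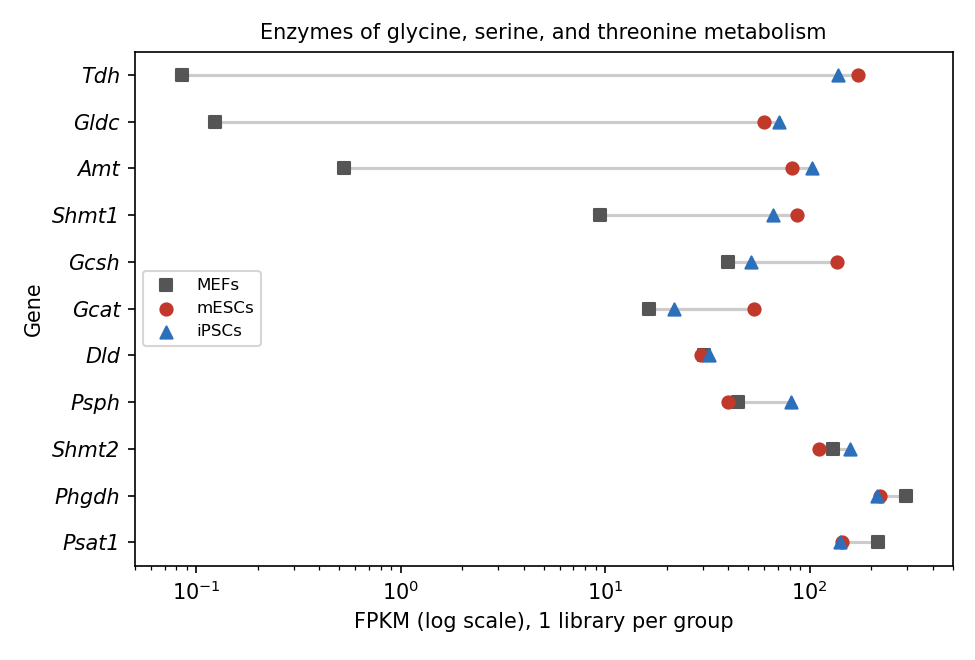
FPKM (x axis, log scale) of the enzymes of glycine, serine, and threonine metabolism (y axis) in the single libraries of MEFs (squares), mESCs (circles), and iPSCs (triangles), with a grey line joining the libraries of each gene. The distance between MEFs and the stem cells is widest for Tdh, Gldc, and Amt, while Dld, at 30.3, 29.3, and 32.1 in MEFs, mESCs, and iPSCs, nearly coincides, and in iPSCs its direction against MEFs depends on the scaling.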

Gene ontology term enrichment analysis demonstrated that genes involved in the metabolism of glycine, serine, and threonine as well as carbon were significantly up-regulated in stem cells (Fig 1B). 

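Tdh lies on the minus strand of chromosome 14 from 63492347 to 63509092. Its FPKM was 0.0856 in MEFs, 172.0 in mESCs, and 138.0 in iPSCs, which is 2009.2-fold higher in mESCs and 1611.8-fold higher in iPSCs. The MEF value corresponds to about 3.96 fragments at the estimated depth, just above the floor of 3 fragments, so counting error alone leaves these folds imprecise. On the log2(FPKM + 0.1) scale, the ratio to MEFs was 9.86 in mESCs and 9.54 in iPSCs. A pseudocount of 1 moved these ratios most, to 7.32 and 7.00. Ranked by the smaller of its ratios in mESCs and iPSCs, Tdh was number 6 of all genes that passed the filter. Of the 50-nt stretches of its transcripts, 15.0% also occur in Gm13929, and Tdh overlaps the annotated gene Gm17232, so part of its signal is uncertain.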

Consistent with previous reports (Wang et al, 2009; Shyh-Chang et al, 2013), our data also showed that Tdh, the enzyme that catalyses threonine oxidation, was up-regulated in iPSCs and mESCs (Figs 1C and S1A). Interestingly, Gldc, the key enzyme in the GCS, exhibited markedly elevated expression in both iPSCs and mESCs compared with that in MEFs (Figs 1C and S1A). qRT-PCR analysis of the genes involved in glycine, serine, and threonine metabolism revealed that many of the metabolic enzymes responsible for glycine metabolism, such as Gldc, Amt, Tdh, and Gcat, were much more abundant in iPSCs and mESCs than in MEFs (Fig 1D and E). 

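In the RNA-seq libraries, Gldc had an FPKM of 0.123 in MEFs, 59.7 in mESCs, and 70.8 in iPSCs. These levels are 484.0-fold and 573.2-fold higher than in MEFs, in which the value corresponds to about 11.4 fragments. The gene lies on the minus strand of chromosome 19 from 30098447 to 30175429, and its annotated transcript Gldc-201 has 25 exons and 3767 nt. The pseudogene Rpl31-ps20 lies within it. The log2 ratio to MEFs was 8.07 in mESCs and 8.31 in iPSCs, with 5.76 and 6.00 at the higher pseudocount and 8.81 and 9.05 at a pseudocount of 0.01. By the smaller of these ratios, Gldc ranked at number 40 among all genes that passed the filter. From the elevated Gldc level in both kinds of stem cell, the paper states that this key enzyme of the GCS was markedly elevated relative to MEFs, and the authors then measured the enzymes of the pathway by qRT-PCR.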

Notably, the expression of Gldc in iPSCs and mESCs was more than 200 times higher than that in MEFs (Fig 1E). Consistent with these findings, the Western blot analysis results further revealed that the protein levels of glycine dehydrogenase (GLDC), aminomethyltransferase (AMT), L-threonine dehydrogenase (TDH), and glycine C-acetyltransferase (GCAT) were significantly higher in iPSCs and mESCs than in MEFs, with GLDC exhibiting the greatest difference (Fig 1F). More importantly, during somatic cell reprogramming of MEF cells by the four Yamanaka factors (Oct4, Sox2, Klf4, and c-Myc), the expression of Gldc gradually increased, even before the induction of endogenous pluripotency genes, suggesting that Gldc may play an important role in iPSC generation (Figs 1G and S1B). Similar results were also observed during reprogramming induced by three of the Yamanaka factors (Oct4, Sox2, and Klf4) or the Thomson factors (Oct4, Sox2, Nanog, and Lin28A) (Fig S1C and D). On the other hand, the protein level of GLDC was gradually decreased in V6.5 cells during retinoic acid–induced differentiation (Fig S1E). Collectively, these data strongly suggest that Gldc is associated with pluripotency acquisition and maintenance.

**Figure 1.**
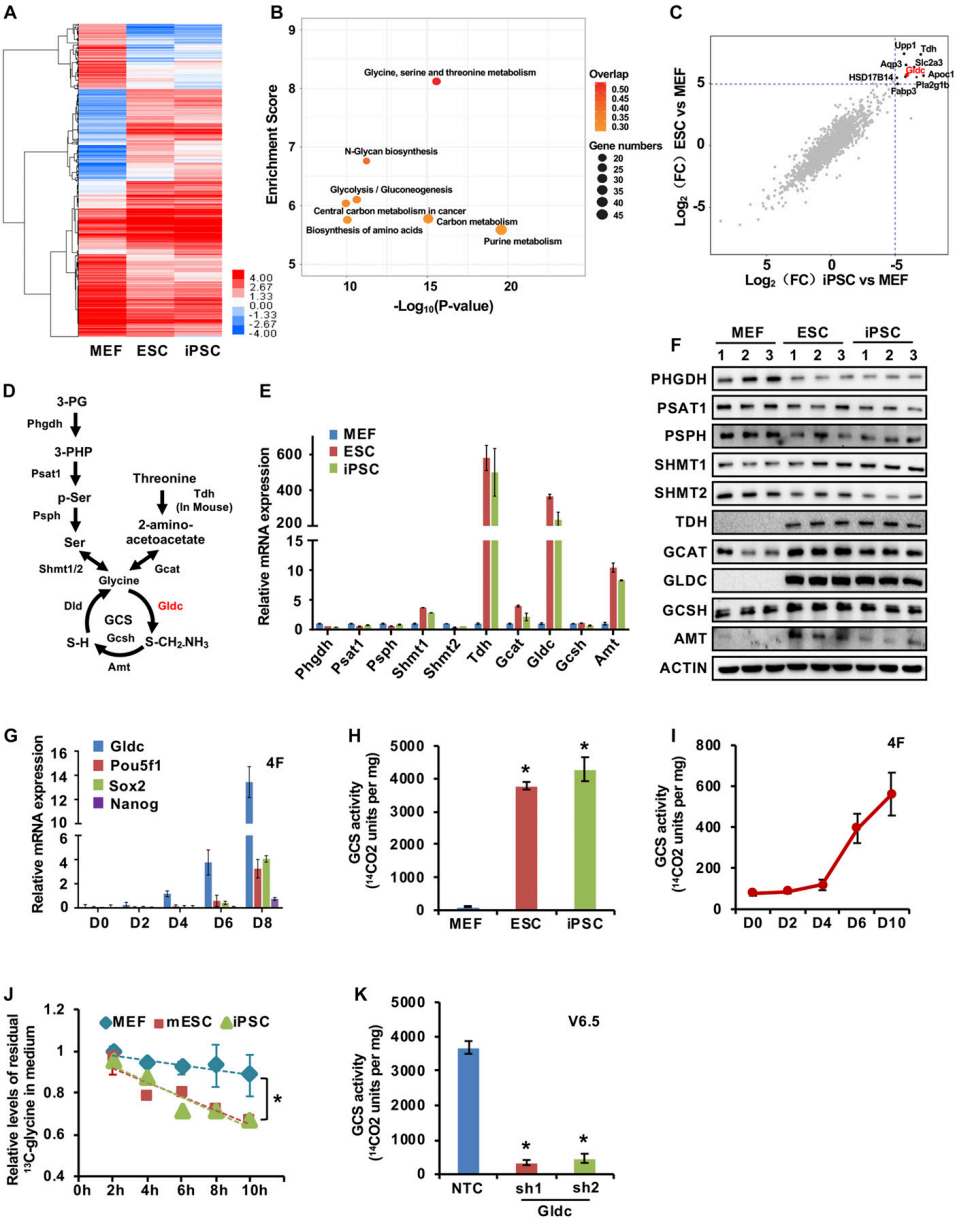
The Gldc-mediated GCS is activated in PSCs and during somatic cell reprogramming. **(A)** The heat map from the RNA-seq analysis showed alterations in the expression of metabolic genes in mESCs and iPSCs relative to the expression of these genes in MEFs. The colours indicate the ln-transformed FPKM values. **(B)** Gene ontology term enrichment was assessed using the algorithm on the DAVID website. **(C)** RNA-seq analysis results comparing mESCs with MEFs and comparing iPSCs with MEFs. Each point represents the log_2_-transformed fold change for a given transcript. Genes significantly up-regulated in mESCs and iPSCs are annotated. **(D)** Schematic diagram of the glycine, serine, and threonine metabolism pathway. **(E, F)** qRT-PCR (E) and Western blot (F) analyses of the expression of the enzymes in glycine, serine, and threonine metabolic pathway in MEFs, mESCs, and iPSCs. ACTIN served as the loading control. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with MEFs; *t* test. **(G)** qRT-PCR analysis of the expression of Gldc, endogenous Pou5f1, Sox2, and Nanog during reprogramming at the indicated times. The mRNA levels were normalized to the expression levels on day 0. *P < 0.05 compared with the expression levels on day 0; *t* test. **(H)** The enzymatic activity of the GCS was measured in MEFs, mESCs, and iPSCs. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with MEFs; *t* test. **(I)** The enzymatic activity of the GCS was measured during reprogramming for the indicated times. The data were presented as the mean ± SD. *P < 0.05 compared with the activity on day 0; *t* test. **(J)** MEFs, mESCs, and iPSCs were first cultured in glycine starvation medium for 12 h, and the medium was then refreshed with medium containing ^13^C-labelled glycine. The amount of ^13^C-labelled glycine in the culture medium from MEFs, iPSCs, and mESCs was measured by GC/MS at the indicated time. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with MEFs; *t* test. **(K)** The enzymatic activity of the GCS was measured in V6.5 cells stably expressing shGldc or nontargeting control (NTC) shRNAs. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. Source data are available for this figure.

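The 9 genes annotated in Fig 1C are Upp1, Tdh, Aqp3, Slc2a3, Gldc, Apoc1, Hsd17b14, Pla2g1b, and Fabp3. All 9 had a log2 ratio to MEFs of at least 5, or 32-fold, in both comparisons. The ratios ranged from 5.27 (Fabp3) upwards in mESCs and from 5.56 (Fabp3) upwards in iPSCs, and Tdh had the highest of both. Pla2g1b was listed at 0 in MEFs, and the MEF values of Aqp3 and Hsd17b14 correspond to about 1.93 and 2.06 fragments, under the floor. Of the 50-nt stretches of Fabp3, 29.2% also occur in its pseudogene Fabp3-ps1. Over all genes, metabolic or not, 324 had a log2 ratio of at least 5 in both comparisons and 180 had one of -5 or lower in both. The count of 324 was 64 with a pseudocount of 1 and 856 with the lower pseudocount. The largest rises by the smaller ratio were those of Pou5f1 (11.33 in mESCs and 11.22 in iPSCs), Dppa5a (11.30 and 10.91), Utf1 (10.81 and 10.56), Tcf15 (10.18 and 10.33), and Tdgf1 (10.42 and 9.69). Dppa5a shares 38.6% of its 50-nt stretches with other genes, and Tdgf1 shares 12.5% with Tdgf1-ps1. The largest falls were those of Lrrc17 (-9.38 and -10.18), Mir686 (-9.20 and -9.17), C1qc (-8.64 in each), Ptn (-8.23 and -10.18), and Col12a1 (-8.07 and -10.16). Mir686 lies within Psmb5, so its value is uncertain, and Slc2a3, Fabp3, Pou5f1, Lrrc17, and Col12a1 also overlap other annotated genes.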

**Figure S1.**
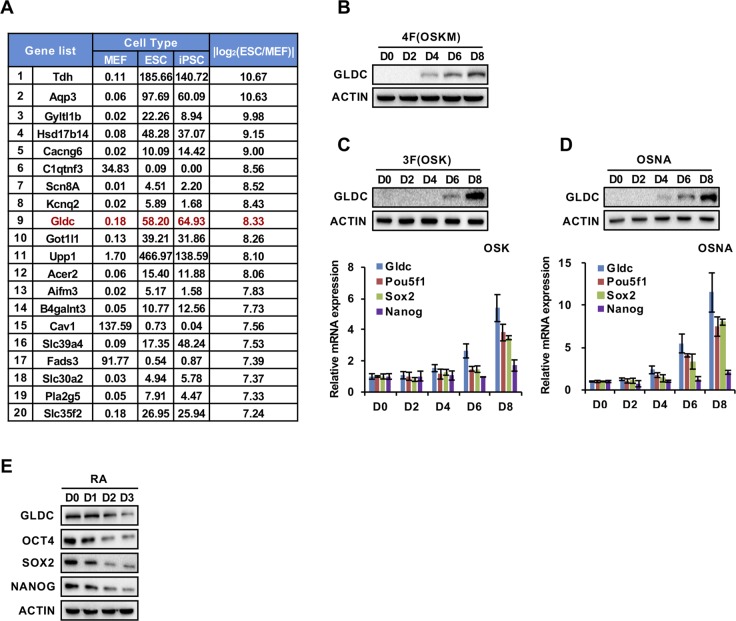
Gldc-mediated GCS activation occurs in PSCs or during somatic cell reprogramming. **(A)** List of the top 20 significantly differentially expressed genes between MEFs and mESCs or iPSCs. **(B)** Western blot analysis of the expression of GLDC during four factor–induced reprogramming at the indicated time points. ACTIN served as the loading control. **(C)** Western blot analysis of GLDC expression during three factor (Oct4, Sox2, and Klf4)–induced reprogramming at the indicated time points. ACTIN served as the loading control. qRT-PCR analysis of the expression of endogenous Pou5f1, Sox2, and Nanog during three factor (Oct4, Sox2, and Klf4)–induced reprogramming at the indicated time points. The data were presented as the mean ± SD of three independent experiments. **(D)** Western blot analysis of GLDC expression during Oct4, Sox2, Nanog, and Lin28A–induced reprogramming at the indicated time points. ACTIN served as the loading control. qRT-PCR analysis of the expression of endogenous Pou5f1, Sox2, and Nanog during Oct4, Sox2, Nanog, and Lin28A–induced reprogramming at the indicated time points. The data were presented as the mean ± SD of three independent experiments. **(E)** Western blot analysis of the expression of GLDC, OCT4, SOX2, and NANOG in V6.5 cells cultured in RA differentiation medium at the indicated time points. ACTIN served as the loading control. Source data are available for this figure.

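Of the 20 genes listed in Fig S1A, 17 were higher and 3 were lower in both mESCs and iPSCs than in MEFs. Among the 17, the log2 ratio was at least 3.12 in mESCs and at least 2.78 in iPSCs, and 12 reached the 32-fold line in both. The lower genes were C1qtnf3, Cav1, and Fads3. C1qtnf3 had an FPKM of 26.2 in MEFs and 0.0552 in mESCs, and was listed at 0 in iPSCs. Cav1 had 103.5 in MEFs, 0.662 in mESCs, and 0.0245 in iPSCs. Cav1 overlaps an annotated gene. Fads3 had 77.8 in MEFs, 0.62 in mESCs, and 0.843 in iPSCs. When the 20 genes were ordered by the size of the log2 ratio in mESCs over MEFs, Tdh and Aqp3 (9.27) came first, followed by Upp1 (8.19), Hsd17b14 (8.09), and Gldc.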

Measurement of GCS enzymatic activity by a glycine decarboxylation assay showed that both iPSCs and mESCs exhibited significantly higher GCS activity than MEFs (Fig 1H). Moreover, the activity of the GCS gradually increased during reprogramming (Fig 1I). Further tracing experiments using ^13^C-labelled glycine revealed that iPSCs and mESCs consumed much more extracellular ^13^C-labelled glycine than MEFs, suggesting greater glycine utilization by PSCs than by somatic cells (Fig 1J). More importantly, knockdown of Gldc in V6.5 cells significantly decreased the activity of the GCS (Fig 1K), suggesting that the induced Gldc expression is responsible for the activation of the GCS in mESCs and iPSCs. Taken together, these data demonstrate that the Gldc-mediated GCS is activated in PSCs and during somatic cell reprogramming.

### Sox2 and Lin28A regulate Gldc expression via distinct mechanisms

To explore the underlying mechanisms of Gldc regulation, we individually overexpressed the Yamanaka factors and Thomson factors in MEF cells to assess the expression of Gldc. Our results revealed that overexpression of Sox2 markedly elevated the Gldc mRNA and protein levels, whereas Lin28A enhanced the protein but not the mRNA expression (Fig 2A). The protein level of Gldc was also mildly increased in Klf4 overexpressing MEFs (Fig 2A), which is consistent with Kang’s study (Kang et al, 2019). Furthermore, knockdown of Sox2 with shRNAs markedly decreased both the mRNA and protein levels of Gldc in V6.5 cells (Fig 2B), indicating that Sox2 is critical for the transcriptional activation of Gldc. Analysis of the publicly available ChIP-seq data for Sox2 in mESCs (Whyte, 2013) (GSE44288) revealed that Sox2 was enriched in the promoter region of Gldc (Fig S2A). In addition, our ChIP experiment showed that Sox2 binds to the promoter region of the Gldc gene, indicating that Gldc is a direct transcriptional target of Sox2 (Fig 2C). We then performed a dual luciferase assay using reporter plasmids containing potential Sox2-binding sites as well as the corresponding mutated fragment (Fig 2D). Sox2 significantly enhanced the luciferase activity of the reporter containing the wild-type Gldc promoter but not the reporter containing the mutated fragment (Fig 2E). Thus, these data demonstrate that Sox2 directly binds to the promoter of Gldc to activate its transcription.

**Figure 2.**
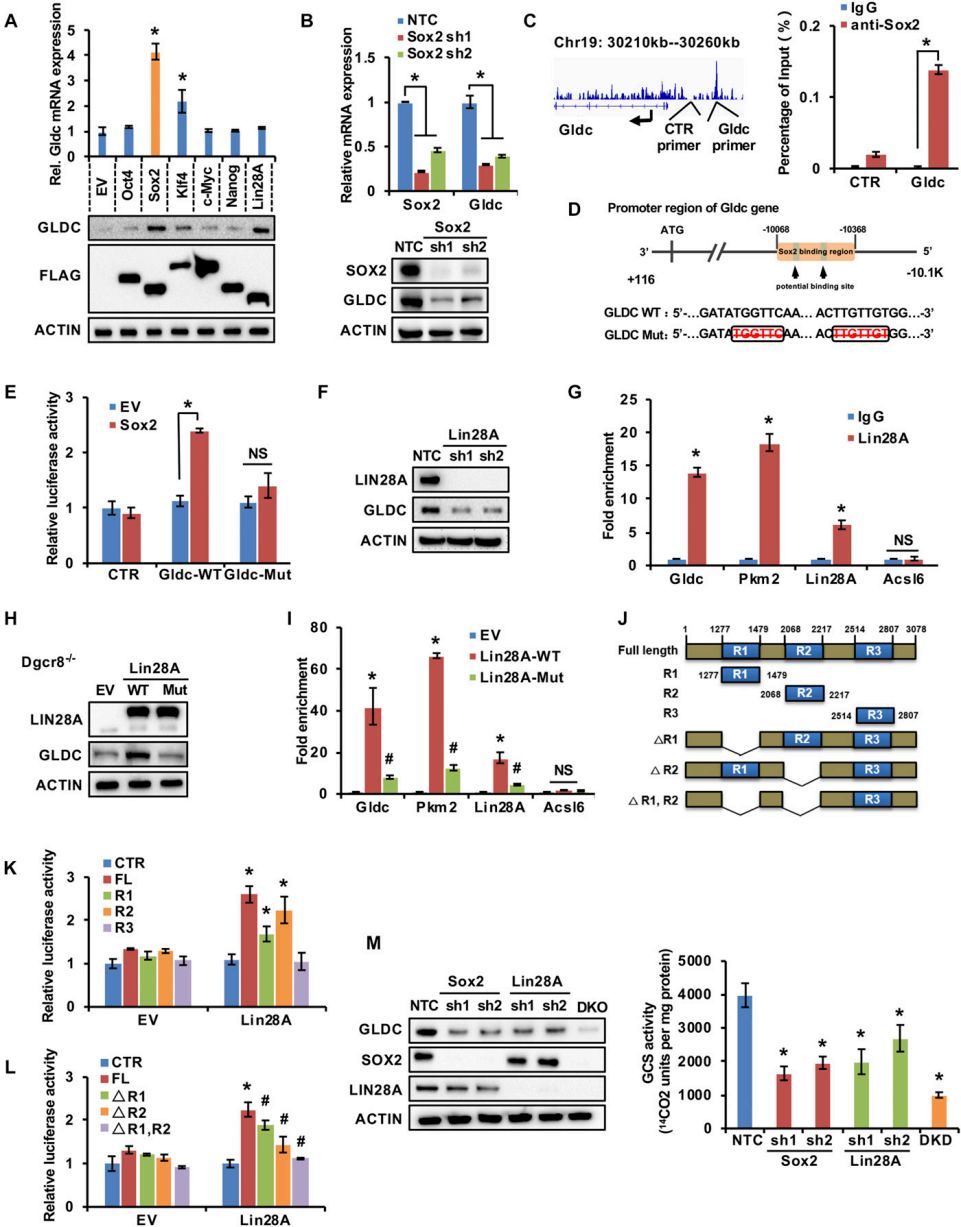
Sox2 and Lin28A cooperatively control Gldc expression. **(A)** qRT-PCR and Western blot analysis of the expression of Gldc in MEF cells overexpressing Oct4, Sox2, Klf4, c-Myc, Nanog, and Lin28A individually. ACTIN served as the loading control. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with the EV control; *t* test. **(B)** qRT-PCR and Western blot analysis of the expression of Gldc in V6.5 cells stably expressing shSox2 or the NTC. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with the NTC; *t* test. ACTIN served as the loading control. **(C)** ChIP-qPCR analysis of potential binding site occupancy by Sox2 in the Gldc promoter in V6.5 cells using IgG or anti-Sox2 antibody. The data were presented as the mean ± SD. *P < 0.05 compared with the IgG control; *t* test. **(D)** Schematic diagram showing the Sox2-binding fragment in the Gldc promoter. **(E)** HEK293 cells were cotransfected with pSIN-3×flag-Sox2 and pGL2-P-Gldc wild-type, pGL2-P-Gldc mutant, or pGL2-P-EV luciferase vectors. A dual luciferase assay was performed 48 h after transfection. The data were presented as the mean ± SD. *P < 0.05 compared between the indicated groups; *t* test. **(F)** Western blot analysed the expression of GLDC in V6.5 cells stably expressing shLin28A or NTC. ACTIN served as loading control. **(G)** RIP assay followed by qPCR analysed the interaction between Gldc mRNA and Lin28A. Pkm2 served as positive control, Acsl6 served as negative control. Data were presented as the mean ± SD. *P < 0.05 compared with IgG; *t* test. **(H)** Western blot analysis of GLDC expression in Dgcr8^−/−^ V6.5 cells stably expressing Lin28A wild-type, Lin28A-mutant, or empty vector (EV). ACTIN served as the loading control. **(I)** RIP assay was performed in V6.5 cells transfected with pSIN-3×flag-Lin28A wild-type, pSIN-3×flag-Lin28A mutant, or pSIN-3×flag-EV using anti-Flag antibody, followed by qPCR to investigate the interaction between Gldc mRNA and Lin28A. Pkm2 served as the positive control and Acsl6 served as the negative control. The data were presented as the mean ± SD. *P < 0.05 compared with empty vector; ^#^*P* < 0.05 compared with Lin28A wild-type; *t* test. **(J)** Mutants of Gldc used in the dual luciferase assay. **(K)** HEK293 cells were cotransfected with pSIN-3×flag-Lin28A and either pSI-check2-Gldc region 1/2/3, full-length Gldc, or pSI-check2-EV luciferase vectors. A dual luciferase assay was performed 48 h after transfection. The data were presented as the mean ± SD. *P < 0.05 compared between CTR; *t* test. **(L)** HEK293 cells were cotransfected with pSIN-3×flag-Lin28A and either pSI-check2-Gldc full-length, pSI-check2-Gldc full-length with region 1/2 deleted, or pSI-check2-EV luciferase vectors. A dual luciferase assay was performed 48 h after transfection. The data were presented as the mean ± SD. *P < 0.05 compared between the indicated groups, ^#^*P* < 0.05 compared with pSI-check2-Gldc full-length; *t* test. **(M)** V6.5 cells were infected with viruses expressing shSox2 and shLin28A, followed by analysis of GLDC expression by Western blotting (left) and analysis of GCS enzymatic activity (right). ACTIN served as the loading control. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. Source data are available for this figure.

**Figure S2.**
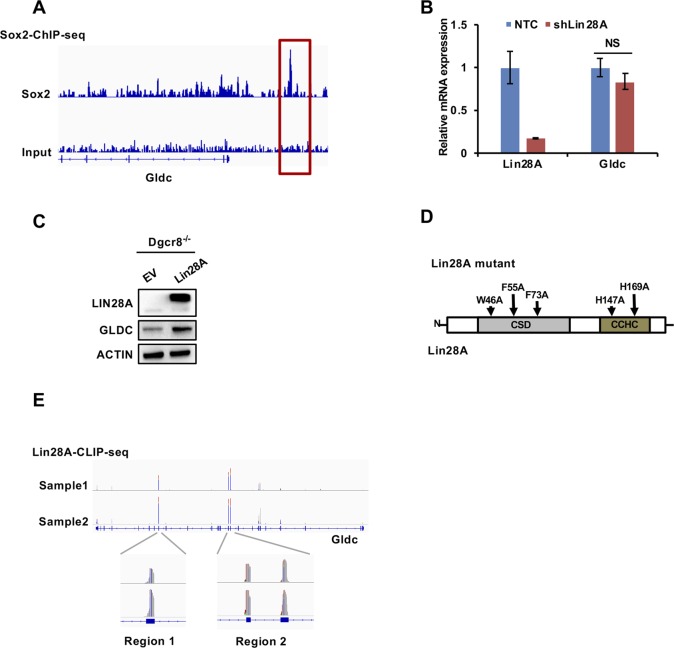
Sox2 and Lin28A cooperatively control Gldc expression. **(A)** ChIP-seq results showing the Sox2-binding regions in the Gldc promoter. **(B)** qRT-PCR analysis of the expression of Gldc in V6.5 cells stably expressing shLin28A or the NTC. The data were presented as the mean ± SD of three independent experiments. **(C)** Western blot analysis of the expression of GLDC in Dgcr8^−/−^ V6.5 cells stably expressing Lin28A or EV. ACTIN served as the loading control. **(D)** The CSD and CCHC RNA-binding domains in Lin28A were mutated as indicated. **(E)** CLIP-seq results showing Lin28A-binding regions in Gldc mRNA. NS, not significant. Source data are available for this figure.

Western blot and qRT-PCR analyses revealed that knockdown of Lin28A by shRNAs significantly decreased the protein level of GLDC but not its mRNA level in V6.5 cells (Figs 2F and S2B), suggesting that Lin28A is involved in the posttranscriptional regulation of Gldc. To explore whether Lin28A regulates Gldc through let-7, we introduced Dgcr8^−/−^ mESCs, which lack the expression of mature miRNAs (Wang et al, 2007). Western blot analysis revealed that in Dgcr8-depleted mESCs, forced expression of Lin28A enhanced GLDC protein expression (Fig S2C), suggesting that Lin28A regulates GLDC through let-7–independent mechanisms. To explore whether Lin28A functions as an RNA-binding protein, we performed the RNA immunoprecipitation (RIP) assay in V6.5 cells with a Lin28A-specific antibody, and the results demonstrated that Lin28A directly binds to Gldc mRNA (Fig 2G). As previously reported, the cold-shock domain and CCHC (retroviral-type CCHC zinc knuckles) domains are important for Lin28A binding to RNA (Piskounova et al, 2008; Balzer & Moss, 2014); thus, we then constructed a plasmid containing mutated Lin28A by replacing three conserved surface aromatic residues in the cold-shock domain and two conserved histidines in the CCHC domain with alanines to generate a mutated LIN28A protein that is deficient in RNA binding (Fig S2D). Our data showed that this mutated Lin28A showed no promotive effect on GLDC protein expression by Western blotting and no binding to Gldc mRNA by RIP assay, indicating that Lin28A promotes the expression of Gldc as an RNA-binding protein (Fig 2H and I). To further investigate the precise Lin28A-binding regions in Gldc mRNA, publicly available Lin28A crosslinking-immunoprecipitation-seq data from mESCs were analysed (Cho et al, 2012) (GSE37111), and the results revealed two potential Lin28A-binding regions in Gldc mRNA (Fig S2E). Next, we cloned those two fragments (region 1 and region 2) containing potential Lin28A-binding sites as well as a negative control region (region 3) of Gldc mRNA into a reporter vector (Fig 2J). Dual luciferase assay revealed that Lin28A significantly enhanced the luciferase activity of the reporters containing wild-type Gldc, Gldc region 1, or Gldc region 2, but not that of the reporter containing region 3 (Fig 2K). Interestingly, deletion of region 1 or region 2 attenuated the Lin28A-enhanced reporter activity driven by wild-type Gldc, and the double mutation completely abolished the enhanced luciferase activity (Fig 2L), suggesting that Lin28A binds to Gldc mRNA via region 1 and region 2 to enhance Gldc protein expression.

Consistent with these results, knockdown of either Sox2 or Lin28A decreased the expression of Gldc and the enzymatic activity of the GCS, both of which were further reduced when Sox2 and Lin28A were knocked down simultaneously (Fig 2M). Overall, these data suggest that Sox2 and Lin28A promote the expression of Gldc via distinct mechanisms.

### GCS promotes one-carbon unit production and attenuates methylglyoxal (MG) accumulation

To determine whether the activation of Gldc altered the metabolism of mESCs, we generated V6.5 cells stably expressing shGldc to identify the cellular metabolites involved in glycine metabolism (Figs 3A and S3A). Our gas chromatography/liquid chromatography-mass spectrometer (GC/LC-MS) data showed that a large number of cellular metabolites were altered by shGldc. In particular, the levels of metabolites of one-carbon metabolism, including formate, 5mTHF, S-adenosyl methionine (SAM), and AMP, were significantly decreased, whereas cellular glycine markedly accumulated (Fig 3B). Excess glycine can be converted to serine by Shmts, providing materials for the biosynthesis of glutathione (GSH), or can be converted into 2-amino-3-ketobutyrate by glycine acetyltransferase (Gcat), which can be further catabolized into MG (Fig 3A). Our data showed that suppression of Gldc had no significant effect on the cellular levels of serine, threonine, or GSH but led to cellular accumulation of MG (Fig 3B and C). Next, we performed the metabolic flux tracing experiment using ^13^C-labelled glycine by LC/GC-MS. Our results revealed that knockdown of Gldc decreased the cellular levels of ^13^C-labelled formate and SAM in V6.5 cells (Fig 3D and E), suggesting that Gldc is essential for the generation of one-carbon units from glycine. Furthermore, when Gldc expression was knocked down during 4-factor–induced reprogramming, the cellular levels of formate decreased, whereas MG accumulated (Fig 3F and G). Taken together, these data demonstrate that Gldc is critical for promoting one-carbon units production and preventing MG accumulation in pluripotent cells.

**Figure 3.**
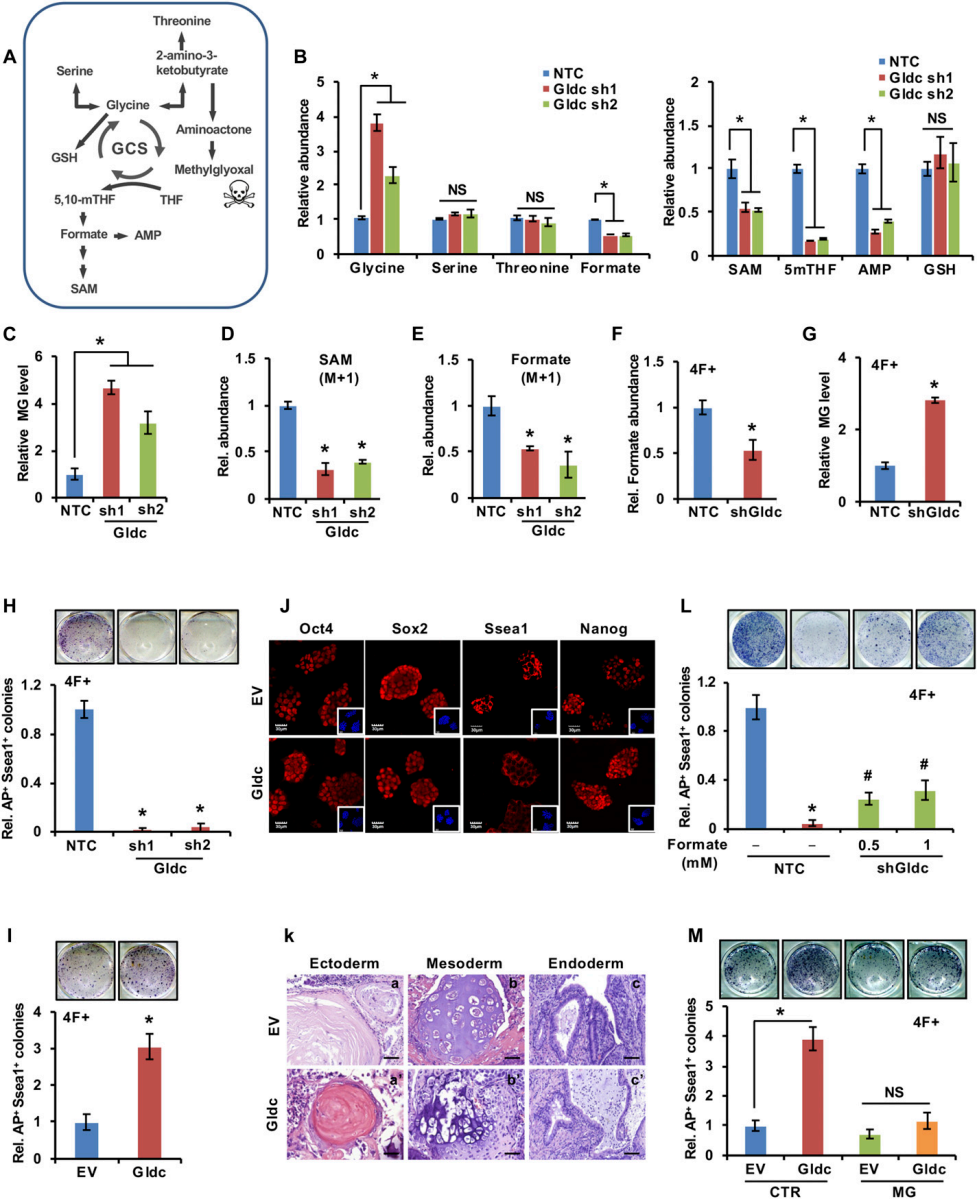
GCS promotes the production of one-carbon units and prevents the accumulation of MG. **(A)** Schematic diagram of metabolic flux related to the GCS. **(B)** Metabolites related to the GCS were measured by LC/GC-MS in V6.5 cells stably expressing shGldc or the NTC. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. **(C)** MG measurement with biological kit in V6.5 cells stably expressing shGldc or the NTC. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. **(D)** LC-MS analysis of the production of ^13^C-labelled SAM from ^13^C-labelled glycine in V6.5 cells stably expressing shGldc or the NTC. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. **(E)** GC-MS analysis of the production of ^13^C-labelled formate from ^13^C-labelled glycine in V6.5 cells stably expressing shGldc or the NTC. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. **(F)** GC-MS analysis of the formate content in reprogramming cells expressing shGldc or the NTC. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. **(G)** Cellular MG levels were measured in reprogramming cells expressing shGldc or the NTC. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. **(H, I)** MEF cells with Gldc knockdown (H) or overexpression (I) were infected with virus expressing the four factors to induce iPSC formation. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the NTC/EV; *t* test. **(J)** Immunofluorescence analysis was performed in iPSCs generated from the experiment shown in (I) using anti-Oct-4/-Sox2/-Ssea1/-Nanog antibodies. Nuclei were visualized by DAPI staining. **(K)** Haematoxylin and eosin staining of teratoma sections derived from the iPSCs generated from the experiment shown in (I) showing the differentiation of iPSCs into cell types of the three germ layers: keratinous epithelium (a, a′), cartilage (b, b′), and glandular tissue (c, c′). Scale bars, 50 μm. **(L)** Formate was added to the medium of MEF cells with Gldc knockdown starting from 2 d after infection with virus expressing the four factors. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the NTC. ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. **(M)** MG was added to the medium of Gldc-overexpressing MEF cells starting from 2 d after infection with virus expressing the four factors. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the indicated groups; *t* test. NS, not significant.

**Figure S3.**
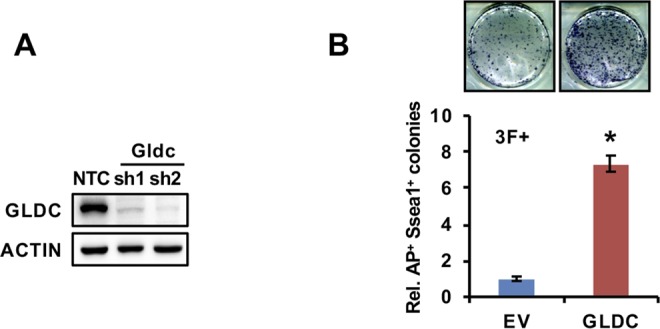
GCS promotes the production of one-carbon units and prevents the accumulation of MG. **(A)** Western blot analysis of GLDC expression in V6.5 cells stably expressing shGldc and the NTC. ACTIN served as the loading control. **(B)** Gldc-overexpressing MEF cells were infected with virus expressing three factors to induce iPSC formation. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the EV control; *t* test. Source data are available for this figure.

Somatic cell reprogramming experiments using MEFs induced by the four Yamanaka factors revealed that suppression of Gldc in MEF cells markedly inhibited the formation of alkaline phosphatase AP^+^/Ssea1^+^ colonies (Fig 3H). However, overexpression of Gldc markedly increased the number of iPSC colonies by several fold in cells undergoing both 4-factor- and 3-factor–induced reprogramming (Figs 3I and S3B), suggesting that Gldc is critical for somatic cell reprogramming. The results of the staining experiments for stem cell markers (Oct4, Sox2, Ssea1, and Nanog) as well as the in vivo teratoma formation experiments confirmed the pluripotency of these iPSCs (Fig 3J and K). More importantly, supplementation with formate, a central one-carbon metabolite in the THF cycle, partially restored the iPSC formation suppressed by shGldc (Fig 3L). However, intriguingly, MG supplementation abolished the enhancement of reprogramming efficiency induced by Gldc overexpression (Fig 3M). Collectively, these data demonstrate that both one-carbon metabolites and MG are involved in Gldc-mediated somatic cell reprogramming.

### GCS promotes the pluripotency of stem cells by regulating H3K4me3

To further investigate the effect of Gldc in mESCs, we analysed our RNA-seq data from V6.5 cells with Gldc knockdown. 

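RNA from V6.5 cells expressing shGldc and from V6.5 cells expressing the NTC, a nontargeting control shRNA, was sequenced as 1 library each, again without replicates. Gldc, the targeted gene, had an FPKM of 74.7 in the NTC library and 2.07 in the shGldc library, so that 2.77% of its transcript level was left. Its log2 ratio was -5.11, and -4.62 with a pseudocount of 1. Over the untreated V6.5 library, which is in a separately made table, the ratio was -4.78. The authors processed these libraries as they did those of MEFs, iPSCs, and mESCs, and the FPKM values of the 2 libraries are in a table of their own. The values summed to 527109 in NTC cells and 540416 in shGldc cells, and 11246 and 11287 genes reached an FPKM of at least 1. The low values give a step that corresponds to 28900000 fragments for NTC and 28800000 for shGldc, but a step of double that size fitted at least as well, so the depth is known only up to a factor of 2. The 10 most abundant genes held 8.1% of the FPKM sum in NTC cells and 8.2% in shGldc cells. Among 11969 genes with an FPKM of at least 1 in either library, the median log2 ratio of shGldc over NTC was 0.04. Of these genes, 1074 were at least 2-fold higher and 919 at least 2-fold lower in shGldc cells. The filter on FPKM moved these counts most, to 475 and 322 with an FPKM of at least 5, and to 1996 and 1842 without a filter. The largest falls were those of Mir8114, Gm9855, Calca, Nkx6-3, and Rsph1, and the fall of Gldc ranked at number 7. Mir8114 went from 41.3 to 0.0443, but it lies within Glul and Teddm2 and its value is uncertain. Gm9855 went from 11.4 to a listed 0, and 85.3% of its 50-nt stretches also occur in genes such as Tdg. Calca at 4.78, Nkx6-3 at 4.66, and Rsph1 at 3.72 in NTC cells were all listed at 0 in shGldc cells, and Rsph1 overlaps another annotated gene. The largest rises were those of Hoxb1, Srp54c, Pmp22, Rmrp, and Hoxb2. Hoxb1, Srp54c, and Rmrp were listed at 0 in NTC cells and at 9.62, 9.27, and 7.59 in shGldc cells. Srp54c shares 93.9% of its 50-nt stretches with Srp54a and Srp54b, and Rmrp overlaps Ccdc107, so both are uncertain. Pmp22 rose from 0.0878 to 15.4, and Hoxb2, which overlaps Hoxb3os, rose from 0.0636, at the floor of 3 fragments, to 12.2.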

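The members of the gene sets in Figs 4A and S4A are not named in the paper's text, so hand-written lists were used, and GSEA with its replicate-based ranking was not run. Of 53 pluripotency genes, 51 passed the filter in NTC and shGldc cells. Their median log2 ratio of shGldc over NTC was -0.28, lower than all 10000 random lists matched on mean expression (percentile 0.00). Of the 51 genes, 36 were lower and 15 higher in shGldc cells, and 7 were at least 2-fold lower. Lefty1 had the highest ratio of the list, 3.24, but -0.14 over untreated V6.5 cells, and it shares 17.9% of its 50-nt stretches with Lefty2. The alternative that moved the list's place most was the small Reactome set of pluripotency genes, which holds only 2 genes, at -0.42 (percentile 5.54). Over untreated V6.5 cells, in a separately made table, the median of the hand-written list was -0.23 (percentile 0.24).
A shorter list held Bmp4, Fgf4, Myc, Sox2, Esrrb, Klf4, Lin28a, Pou5f1, Tcf3, Nanog, and Sall4. All 11 genes were lower in shGldc than in NTC cells, with a median log2 ratio of -0.57. The ratios were -3.34 for Bmp4, -1.73 for Fgf4, -1.19 for Myc, -0.77 for Sox2, -0.72 for Esrrb, and -0.57 for Klf4. They were -0.43 for Lin28a, -0.41 for Pou5f1, -0.31 for Tcf3, -0.16 for Nanog, and -0.08 for Sall4. Bmp4, Sox2, Lin28a, Pou5f1, and Sall4 overlap other annotated genes, so part of their signal is uncertain. Without replicates, the smaller of these differences cannot be told from the variation between libraries. Against untreated V6.5 cells, 7 of the 11 genes were lower and the median was -0.21 (percentile 11.66). Myc, at an FPKM of 2.11 in untreated, 19.1 in NTC, and 8.3 in shGldc cells, was higher in shGldc than in untreated cells.
The 65 housekeeping genes had a median log2 ratio of 0.03 in shGldc over NTC, at percentile 63.46. Of these, 36 were higher and 29 lower, from -1.43 for Atp6v0c, which shares 32.5% of its 50-nt stretches with pseudogenes, to 1.33 for Reep5. With rescaled libraries, the median was -0.004, so its sign depends on the scaling. In place of this list, ribosomal protein genes had a median of 0.07 (percentile 98.95). Over untreated V6.5 cells of the other table, their median was -0.22 (percentile 0.00), as it was for NTC over untreated cells.

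**Figure D2:**
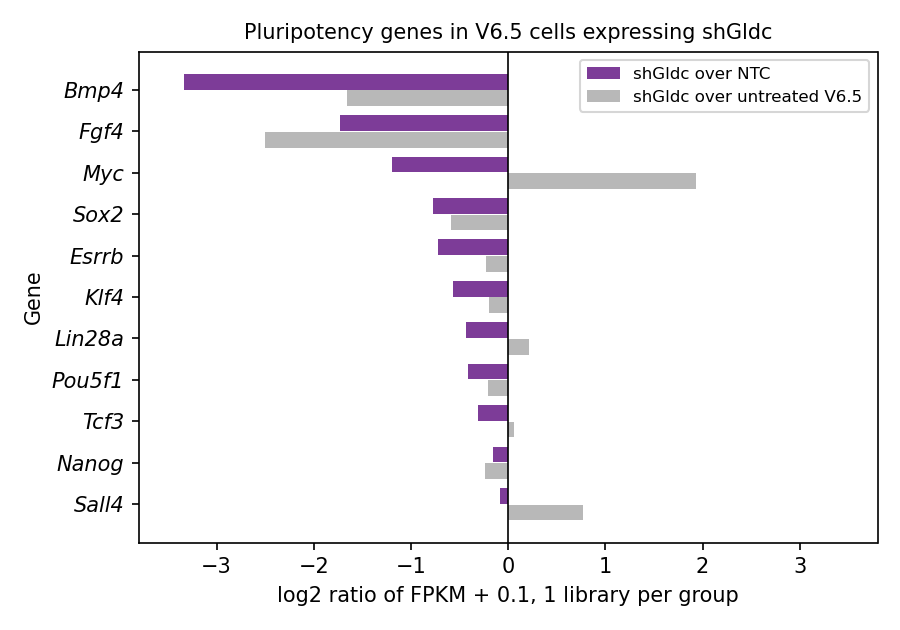
Log2 ratio of FPKM + 0.1 (x axis) of pluripotency genes (y axis) in the single library of V6.5 cells expressing shGldc, over V6.5 cells expressing the NTC (purple bars) and over untreated V6.5 cells of a separately made table (grey bars). All purple bars lie below 0, while the grey bars of Myc (1.93), Sall4 (0.77), Lin28a (0.21), and Tcf3 (0.06) lie above it.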

Gene set enrichment analysis (GSEA) showed that the expression levels of genes associated with stem cell pluripotency were decreased significantly in Gldc knockdown cells, whereas the house keeping genes were not changed (Figs 4A and S4A). qRT-PCR analysis confirmed that Gldc knockdown markedly suppressed the expression of pluripotency genes in V6.5 cells as well as in 4F-induced iPSCs (Figs 4B and S4B). Western blot analysis with available antibodies against OCT4, SOX2, KLF4, and NANOG also confirmed the regulation of those genes by Gldc in V6.5 cells (Fig 4C). More interestingly, consistent with the data in Fig 3 indicating that Gldc regulates one-carbon units, GSEA analysis of our RNA-seq data showed that suppression of Gldc significantly inhibited one-carbon metabolic pathways (Fig 4D). 

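The one-carbon list was hand-written and held 36 genes of the folate and methionine cycles and the GCS, of which 31 passed the filter. Its median log2 ratio of shGldc over NTC was -0.29, at percentile 0.01 of the matched random lists, and 25 of the 31 genes were lower. Gldc itself is on the list, and without it the median was -0.27 (percentile 0.04). Apart from Gldc, the lowest ratio was -0.99 for Gnmt, which went from an FPKM of 6.09 to 3.02, followed by -0.95 for Mthfd1l, from 32.9 to 17. Shmt1 went from 145.1 to 84.2 (-0.78) and Gcsh from 204.7 to 128.1 (-0.68), but over untreated V6.5 cells their ratios were -0.04 and -0.09. Smaller differences were found for Shmt2 (-0.32), Mthfd2 (-0.26), Mthfd1 (-0.10), and Amt (-0.07). With untreated V6.5 cells as the control, the ratio was -1.75 for Gnmt, -0.77 for Mthfd1l, -0.59 for Mthfd2, -0.36 for Shmt2, -0.24 for Mthfd1, and -0.18 for Amt. Gnmt, Mthfd1l, Shmt1, Shmt2, Mthfd2, and Mthfd1 overlap other annotated genes, so their values are uncertain. Bhmt was higher in shGldc cells, at 13.1 against 1.29, but 59.6% of its 50-nt stretches also occur in genes such as Bhmt2. With the Reactome folate set of 8 genes, the median was -0.20 (percentile 9.05). With untreated V6.5 cells as the control, it was -0.16 (percentile 10.73). In both cases, the list lay within the central 95% of the random lists. From its GSEA of these libraries, the paper states that suppression of Gldc inhibited one-carbon metabolic pathways, and it sets this beside its Fig 3 data on the regulation of one-carbon units by Gldc.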

Alterations in cellular one-carbon units have been shown to regulate histone methylation and subsequent gene expression (Shyh-Chang et al, 2013). Our Western blot analysis also showed that histone 3 lysine 4 trimethylation (H3K4me3) was significantly reduced when Gldc was knocked down in both V6.5 cells and 4F-induced iPSCs (Figs 4E and S4C). ChIP assay using anti-H3K4me3 antibody revealed that the H3K4me3 levels on the transcription starting site of pluripotency genes were significantly reduced by shGldc in V6.5 cells as well as in 4F-induced iPSCs (Figs 4F and S4D), suggesting that Gldc plays an important role in maintaining the stem cell fate of mESCs via epigenetic reprogramming.

**Figure 4.**
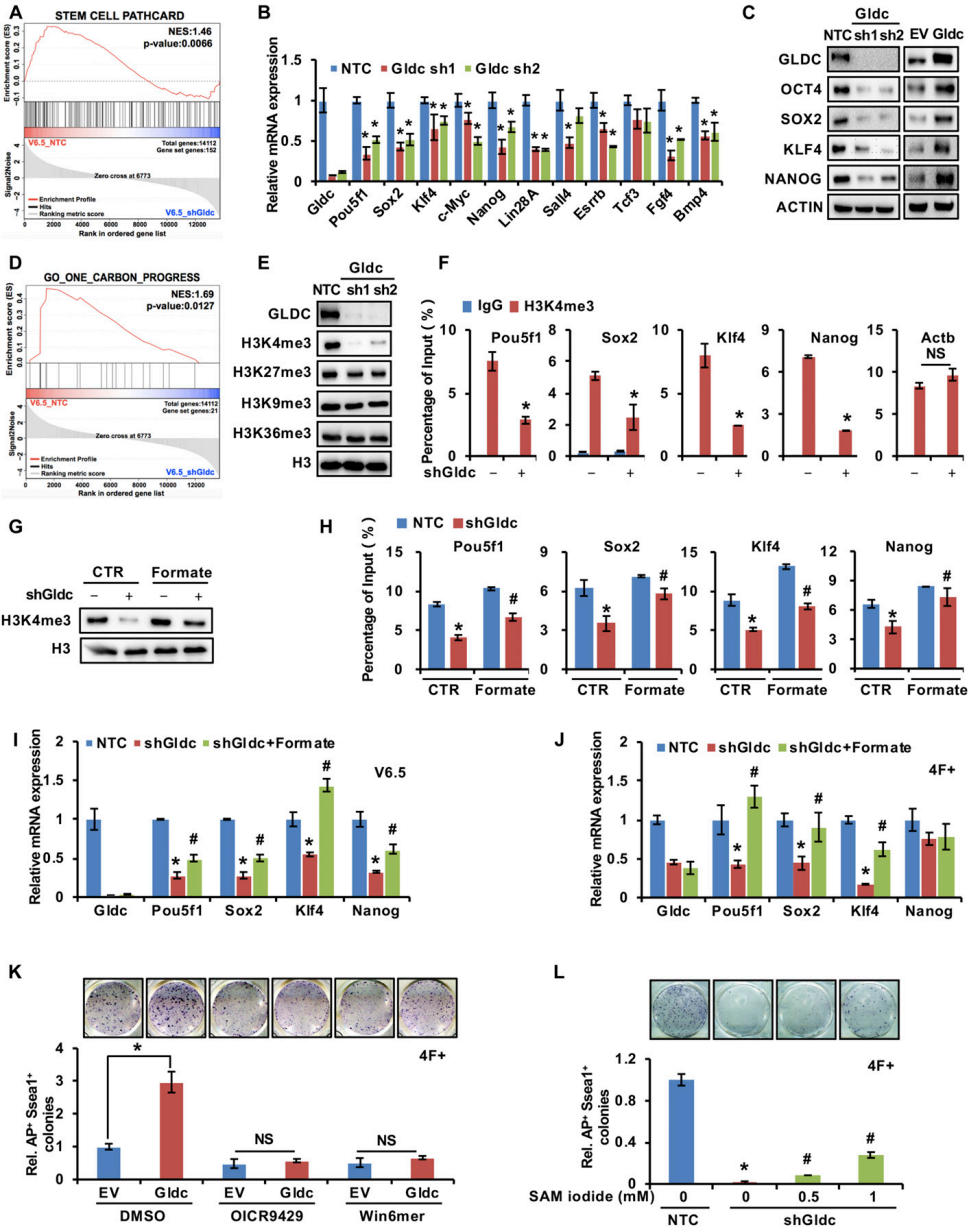
The GCS is required for the maintenance of PSC pluripotency by facilitating H3K4me3. **(A)** GSEA of a gene set comprising stem cell pluripotency genes in shGldc- versus NTC-transfected V6.5 cells. **(B, C)** qRT–PCR (B) and Western blot (C) analysis of the regulation of pluripotency-related genes by Gldc in V6.5 cells. ACTIN served as the loading control. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with the NTC; *t* test. **(D)** GSEA of a gene set comprising genes related to one-carbon metabolism in shGldc- versus NTC-transfected V6.5 cells. **(E)** Western blot analysis of various H3 lysine methylation in V6.5 cells expressing shGldc or the NTC. Total H3 was used as the loading control. **(F)** ChIP-qPCR analysis of H3K4me3 enrichment in the promoters of Pou5f1, Sox2, Klf4, and Nanog in V6.5 cells expressing shGldc or the NTC. Actb served as a negative control. The data were presented as the mean ± SD of three independent experiments relative to the input. *P < 0.05 compared with the NTC; *t* test. **(G)** Western blot analysis of H3K4me3 modifications in V6.5 cells stably expressing shGldc or the NTC with the supplementation of 1 mM formate for 48 h. Total H3 was used as the loading control. **(H)** ChIP-qPCR analysis of H3K4me3 enrichment in the promoters of Pou5f1, Sox2, Klf4, and Nanog in V6.5 cells expressing shGldc or NTC with the supplementation of 1 mM formate for 48 h. The data were presented as the mean ± SD of three independent experiments relative to the input. *P < 0.05 compared with the NTC; *t* test. **(I)** qRT-PCR analysis of the expression of Pou5f1, Sox2, Klf4, and Nanog in V6.5 cells stably expressing shGldc or the NTC with the supplementation of 1 mM formate for 48 h. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. **(J)** qRT-PCR analysis of the expression of endogenous Pou5f1, Sox2, Klf4, and Nanog in reprogramming cells expressing shGldc or the NTC with the supplementation of 1 mM formate for 48 h. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with the indicated group, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. **(K)** OICR-9429, Win6mer or vehicle (DMSO) was added to the medium of Gldc-overexpressing MEF cells starting from 2 d after infection with virus expressing the four factors. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the indicated group; *t* test. **(L)** SAM iodide was added to the medium of Gldc knockdown MEF cells starting from 2 d after infection with virus expressing the four factors. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. NS, not significant. Source data are available for this figure.

**Figure S4.**
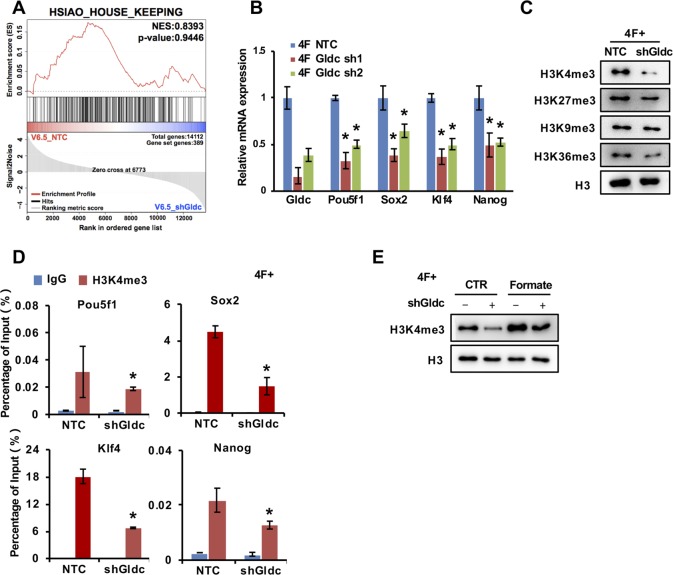
The GCS is required for the maintenance of PSC pluripotency by facilitating H3K4me3 methylation. **(A)** GSEA of a gene set comprising genes related to housekeeping in shGldc- versus NTC-transfected V6.5 cells. **(B)** qRT–PCR analysis of the regulation of pluripotency-related genes by Gldc in reprogramming cells. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with the NTC; *t* test. **(C)** Western blot analysis of various H3 lysine methylation modifications in reprogramming cells expressing shGldc or the NTC. Total H3 was used as the loading control. **(D)** ChIP-qPCR analysis of H3K4me3 enrichment in the promoters of Pou5f1, Sox2, Klf4, and Nanog in reprogramming cells expressing shGldc or the NTC. The data were presented as the mean ± SD of three independent experiments relative to the input. *P < 0.05 compared with the NTC; *t* test. **(E)** Western blot analysis of H3K4me3 modification in reprogramming cells expressing shGldc or the NTC with supplementation of 1 mM formate for 48 h. Total H3 was used as the loading control. Source data are available for this figure.

To evaluate the contribution of one-carbon units to Gldc deficiency-induced loss of pluripotency, we added 1 mM formate to the culture medium, and the Western blot results showed that supplementation with exogenous formate restored H3K4me3 suppressed by shGldc in V6.5 cells as well as in 4F-induced iPSCs (Figs 4G and S4E). Moreover, ChIP assays demonstrated that supplementation with exogenous formate partially restored the shGldc-suppressed H3K4me3 levels on the transcription start site of pluripotency genes in V6.5 cells (Fig 4H). Consistent with these findings, the expression of pluripotency genes suppressed by shGldc was partially rescued by formate supplementation (Fig 4I and J). Interestingly, in PSCs and during somatic reprogramming, the up-regulated Sox2 transcriptionally induced the expression of Gldc (Fig 2A and B), which promotes the one-carbon metabolism to maintain H3K4me3 on pluripotency-related genes, including Sox2 (Fig 4F). These data suggested a positive feedback loop between Gldc and Sox2, which is critical for acquisition and maintenance of pluripotency.

To test whether Gldc-mediated histone methylation plays an important role in somatic cell reprogramming, we treated MEF cells with two H3K4 methyltransferase inhibitors during reprogramming. Both inhibitors markedly attenuated the promotive effects of Gldc on reprogramming (Fig 4K). Furthermore, supplementation with exogenous SAM iodide partially rescued the shGldc-suppressed reprogramming efficiency (Fig 4L), suggesting that a defect in one-carbon metabolism is one of the major mechanisms underlying the shGldc-mediated suppression of stem cell pluripotency. Taken together, these data suggest that one-carbon metabolism and subsequent histone methylation are involved in Gldc-mediated pluripotency regulation.

### The GCS protects PSCs from MG-induced senescence

As shown in Fig 3, we observed that knockdown of Gldc resulted in the accumulation of MG. MG is a toxic, highly reactive aldehyde that can react with lipids, nucleic acids, or with lysine and arginine residues of proteins to form advanced glycation end (AGE) products (Chaudhuri et al, 2018). MG has been reported to be associated with the pathology of age-related neurodegenerative disease and other disorders and accumulates during ageing (Kuhla et al, 2005; Matafome et al, 2012; Allaman et al, 2015). Intriguingly, we observed that MG treatment dose-dependently induced the expression of senescence markers in V6.5 cells (Fig 5A), suggesting that MG may lead to ESC senescence. During MEF cell reprogramming induced by the four Yamanaka factors, supplementation with MG led to increased levels of argpyrimidine, an MG-derived AGE, and senescence markers, as well as to the accumulation of β-gal–positive cells (Fig 5B and C). AP and Ssea1 staining revealed that the addition of MG decreased the number of iPSC colonies in a dose-dependent manner (Fig 5D), suggesting that MG reduces the reprogramming efficiency. Consistent with the data in Fig 3 indicating that suppression of Gldc led to the accumulation of MG, the Western blotting results showed that suppression of Gldc in V6.5 cells increased the cellular levels of argpyrimidine, an MG-derived AGE (Figs 5E and S5A). More importantly, knockdown of Gldc in V6.5 cells induced the expression of senescence markers (Fig 5E). During reprogramming, Gldc suppression also resulted in increased levels of argpyrimidine and senescence markers, as well as increased β-gal–positive cells (Figs 5F and G, and S5B).

**Figure 5.**
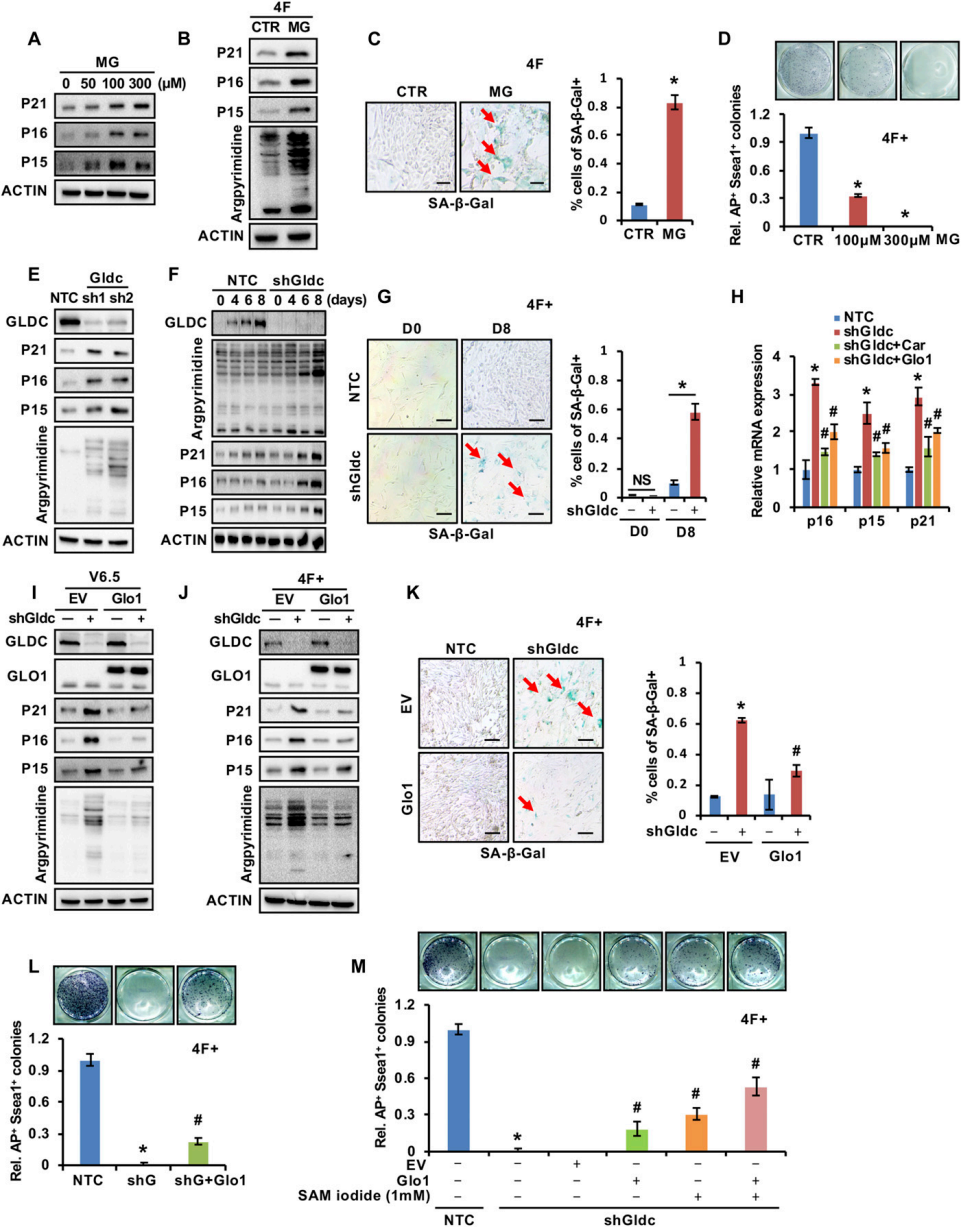
The GCS protects PSCs from MG-induced senescence. **(A)** Western blot analysis of the expression of senescence-related genes in V6.5 cells treated with various concentration gradients of MG. ACTIN served as the loading control. **(B)** Western blot analysis of the expression of senescence-related genes in reprogramming cells treated with MG. ACTIN served as the loading control. **(C)** Reprogramming cells were treated with MG or control, and the SA-β-gal-positive cells were counted. The data were presented as the mean ± SD. *P < 0.05 compared with CTR; *t* test. Scale bars, 100 μm. **(D)** MG was added to the medium of MEF cells starting from 2 d after infection with virus expressing the four factors. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with CTR; *t* test. **(E)** Western blot analysis of the expression of senescence-related genes and argpyrimidine in V6.5 cells stably expressing shGldc or the NTC. ACTIN served as the loading control. **(F)** Western blot analysis of the expression of senescence-related genes and argpyrimidine in reprogramming cells expressing shGldc the NTC at various time points. ACTIN served as the loading control. **(G)** Reprogramming cells were infected with viruses expressing shGldc or the NTC, and SA-β-gal–positive cells were counted. The data were presented as the mean ± SD. *P < 0.05 compared with the indicated group; *t* test. Scale bars, 100 μm. **(H)** V6.5 cells stably expressing shGldc or the NTC were further infected with viruses expressing pSIN-3×flag-Glo1 or were supplemented with 1 mM carnosine, followed by qRT-PCR analysis of senescence-related genes. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. **(I)** V6.5 cells stably expressing shGldc or the NTC were further infected with viruses expressing pSIN-3×flag-Glo1 or EV, followed by Western blot analysis of senescence-related genes and argpyrimidine modification. ACTIN served as the loading control. **(J)** Reprogramming cells expressing shGldc or the NTC were further infected with viruses expressing pSIN-3×flag-Glo1 or EV, followed by Western blot analysis of senescence-related genes and argpyrimidine modification. ACTIN served as the loading control. **(K)** Reprogramming cells expressing shGldc or the NTC were further infected with viruses expressing pSIN-3×flag-Glo1 or EV, and SA-β-gal–positive cells were counted. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. Scale bars, 100 μm. **(L)** Reprogramming cells expressing shGldc or the NTC were further infected with viruses expressing pSIN-3×flag-Glo1. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. **(M)** MEFs were induced with the indicated factors. AP staining (upper panel) showed the iPSC colonies formed. The AP- and Ssea1-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. NS, not significant. Source data are available for this figure.

**Figure S5.**
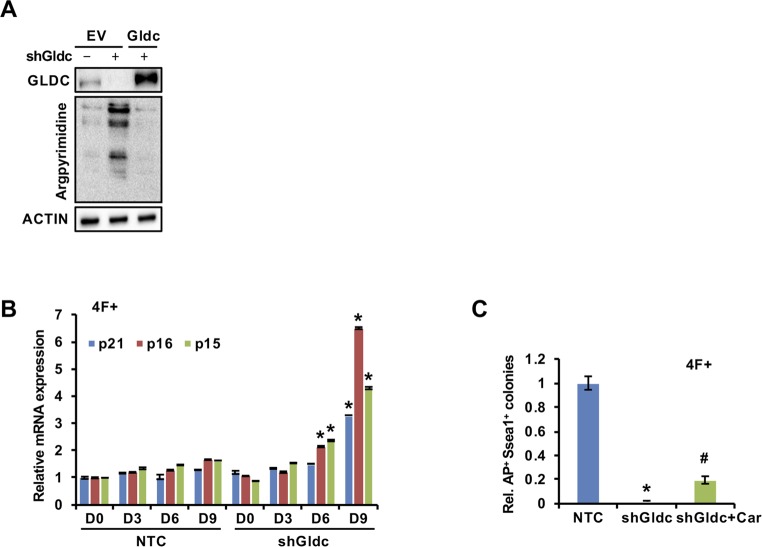
The GCS protects pluripotent stem cells from MG-induced senescence. **(A)** V6.5 cells stably expressing shGldc (targeting the 3′UTR) were further infected with viruses expressing pSIN-3×flag-Gldc, and argpyrimidine-modified proteins were analysed by Western blotting. ACTIN served as the loading control. **(B)** qRT-PCR analysis of the expression of senescence-related genes in reprogramming cells expressing shGldc or the NTC at various time points. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared between the indicated groups; *t* test. **(C)** Carnosine was added to the medium of Gldc knockdown MEF cells starting from 2 d after infection with virus expressing the four factors. The AP- and Ssea1-positive iPSC colonies were counted. The data were presented as the mean ± SD. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. Source data are available for this figure.

Previous studies showed that MG could be detoxified to D-lactate by the glutathione-dependent glyoxalase system (Ahmed et al, 2003) and that carnosine could protect proteins against MG-mediated modifications (Hipkiss, 1998). Thus, we next investigated the involvement of MG in Gldc deficiency-induced senescence by using carnosine or by manipulating Glo1, an MG detoxifier in the glyoxalase system. Supplementation with carnosine or forced expression of Glo1 in V6.5 cells attenuated shGldc-induced mRNA expression of the senescence markers (Fig 5H). The Western blot results revealed that overexpression of Glo1 attenuated the shGldc-induced increase in the argpyrimidine level as well as the protein levels of the senescence markers in V6.5 cells (Fig 5I). Similar results were observed during reprogramming of MEF cells (Fig 5J). β-Gal staining further confirmed that Glo1 attenuated the senescence induced by shGldc during reprogramming (Fig 5K), suggesting that MG accumulation is involved in Gldc deficiency-induced senescence. AP and Ssea1 staining revealed that forced expression of Glo1 or supplementation with carnosine partially recovered shGldc-suppressed reprogramming efficiency (Figs 5L and S5C). These data suggest that MG clearance, in addition to one-carbon unit production, directly modulates Gldc-mediated reprogramming efficiency.

Taking these two mechanisms into consideration, we performed the reprogramming experiment with combined treatment with SAM supplementation and forced Glo1 overexpression. Consistent with the above results, we observed that either ectopic Glo1 expression or SAM supplementation partially recovered the reprogramming efficiency reduced by shGldc and that this recovery was further potentiated by combined treatment with SAM and Glo1 overexpression (Fig 5M). Collectively, our data show that Gldc promotes the pluripotency of stem cells through at least two mechanisms: up-regulating the expression of pluripotency genes through epigenetic reprogramming and preventing senescence caused by toxic MG accumulation.

### GCS activation is conserved in human ESCs/iPSCs

Next, we tested whether GCS activation and the underlying mechanism were conserved in human cells. Consistent with our results from the mouse system, the qRT-PCR and Western blot analysis results showed that GLDC expression was dramatically increased in human ESCs (Fig 6A and B). Notably, the expression of enzymes in the SSP was also greatly increased (Fig 6A and B), a pattern distinct from that in mESCs (Fig 1E and F). It seems that, as TDH is a pseudogene in humans, human ESCs are deficient in catabolizing threonine toward glycine; thus, these cells switch to a SSP to provide enough glycine from serine for cells to use. Furthermore, enzyme activity analysis showed that human H9 ESCs have much higher GCS activity than the human fibroblast IMR90 cells (Fig 6C). During the reprogramming of human IMR90 cells by the four Yamanaka factors (OCT4, SOX2, KLF4, and c-MYC), GLDC expression was also gradually up-regulated (Fig 6D). Consistent with the data in mESCs, knockdown of SOX2 or LIN28A markedly reduced the expression of GLDC in H9 cells (Fig 6E and F), suggesting that SOX2- and LIN28A-mediated GCS activation is conserved in human ESCs. Knockdown of GLDC in human H9 cells significantly decreased the level of H3K4me3 and increased the cellular level of MG, as indicated by an increase in the level of argpyrimidine, leading to senescence and compromised pluripotency (Fig 6G–K). More interestingly, supplementation with SAM iodide or overexpression of GLO1 in IMR90 cells partially but significantly rescued the reprogramming efficiency suppressed by shGldc (Fig 6L). Together with our results in mouse cells, these data suggest that the GCS is activated in both mouse and human ESCs and is critical for the maintenance and acquisition of stem cell pluripotency.

**Figure 6.**
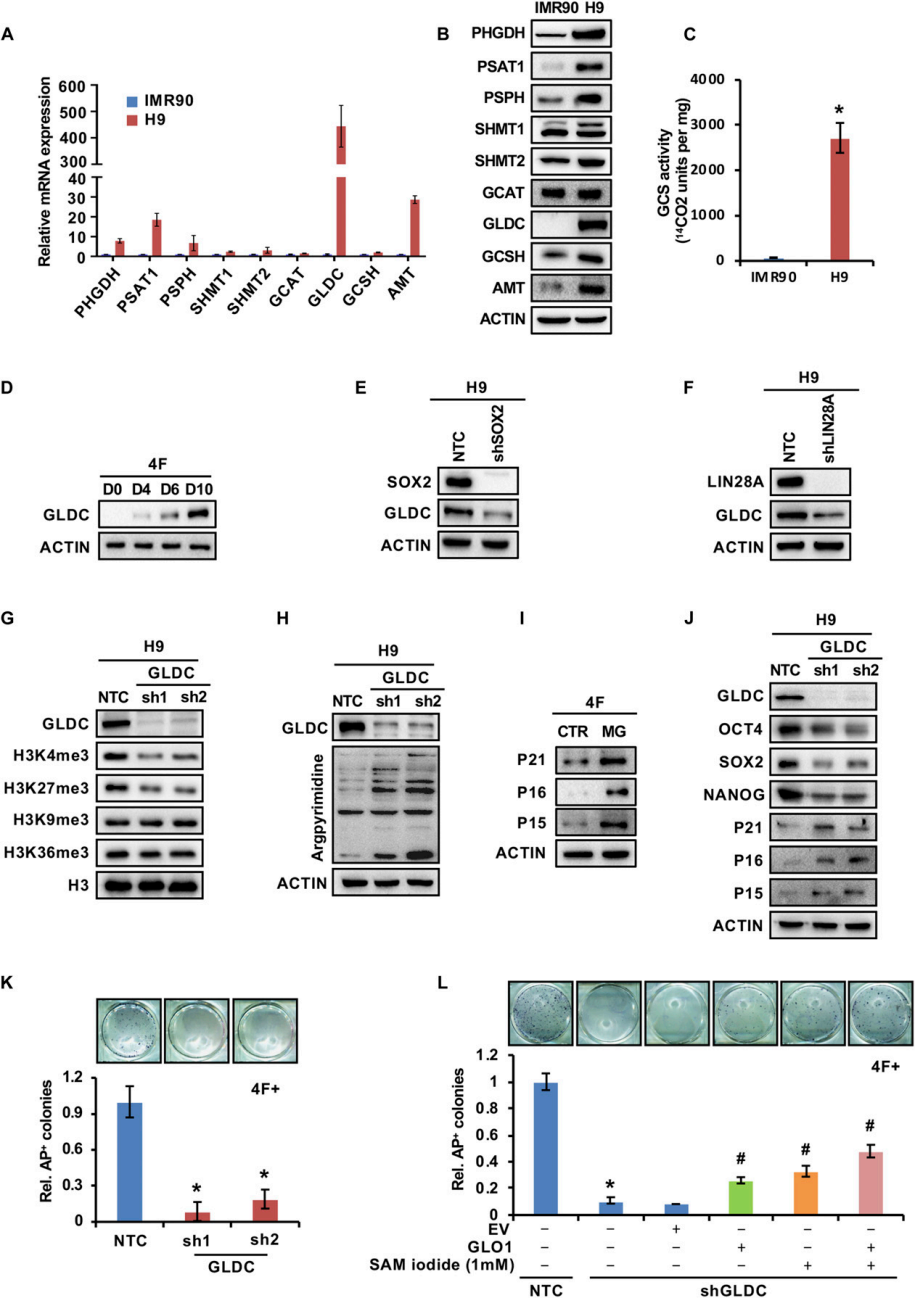
The GCS promotes stem cell stemness and prevents cellular senescence in human stem cells. **(A, B)** qRT-PCR (A) and Western blot (B) analyse the expression of the enzymes in the glycine, serine, and threonine metabolic pathway in IMR90 cells and hESCs. ACTIN served as the loading control. The data were presented as the mean ± SD of three independent experiments. **(C)** The enzymatic activity of the GCS was measured in IMR90 cells and hESCs. The data were presented as the mean ± SD of three independent experiments. *P < 0.05 compared with IMR90 cells; *t* test. **(D)** Western blot analysis of GLDC expression during reprogramming at the indicated time points. ACTIN served as the loading control. **(E, F)** Western blot analysis of GLDC expression in H9 cells stably expressing shSOX2 (E) or shLIN28A (F). ACTIN served as the loading control. **(G)** Western blot analysis of various H3 lysine methylation modifications in H9 cells stably expressing shGLDC or the NTC. Total H3 was used as the loading control. **(H)** Western blot analysis of argpyrimidine modifications in H9 cells stably expressing shGLDC or the NTC. ACTIN served as the loading control. **(I)** Western blot analysis of the expression of senescence-related genes in human-reprogrammed cells treated with MG. ACTIN served as the loading control. **(J)** Western blot analysis of the expression of senescence- or pluripotency-related genes in H9 cells stably expressing shGLDC or the NTC. ACTIN served as the loading control. **(K)** IMR90 cells with Gldc knockdown were infected with virus expressing the four factors to induce iPSC formation. AP staining (upper panel) showed the iPSC colonies formed. The AP-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the NTC; *t* test. **(L)** IMR90 cells were reprogrammed with the indicated factors. AP staining (upper panel) showed the iPSC colonies formed. The AP-positive iPSC colonies were counted (lower panel). The data were presented as the mean ± SD. *P < 0.05 compared with the NTC, ^#^*P* < 0.05 compared with the Gldc knockdown group; *t* test. Source data are available for this figure.

## Discussion

PSCs exhibit a unique metabolic phenotype that distinguishes them from differentiated cells. Although emerging studies have focused on the specific metabolic pathways in PSCs, our understanding is still very limited in this regard. Here, we report that the GCS functions as an essential regulator of stem cell fate determination. Using a screening approach, we found that the GCS is activated in PSCs via dramatically induced expression of Gldc. Intriguingly, the activated GCS was further revealed to regulate the pluripotency of PSCs by maintaining the epigenetic state of PSCs and protecting PSCs from MG-driven senescence (Fig 7). Together, our findings establish the GCS as a previously unappreciated mechanism that is critical for the fate of PSCs.

**Figure 7.**
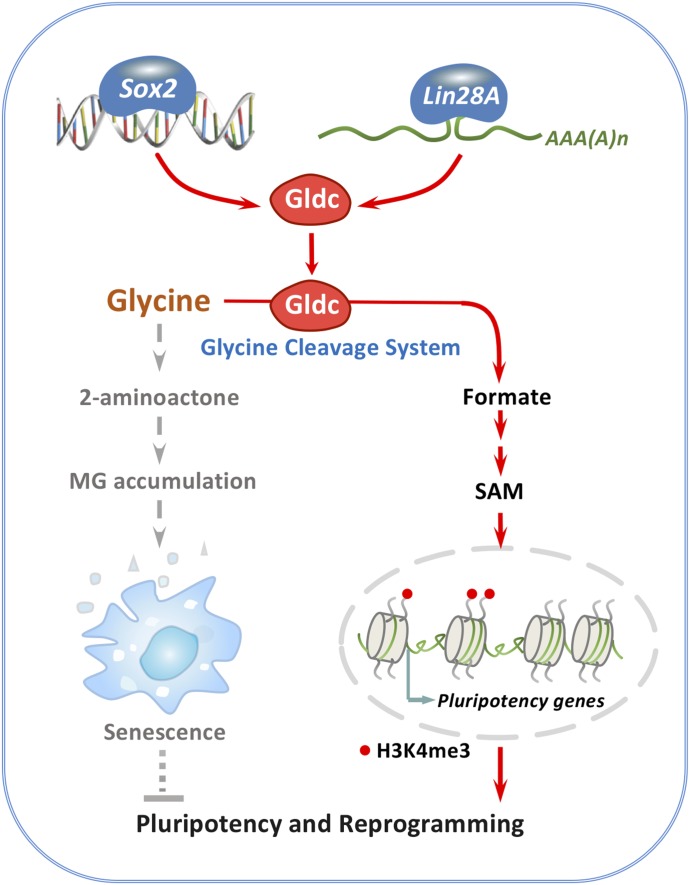
Working model: The GCS determines the fate of PSCs via regulation of senescence and epigenetic modifications. Metabolic remodelling has emerged as critical for stem cell pluripotency; here, we provide novel evidence to demonstrate that via regulation of senescence and epigenetic modifications, the GCS determines the fate of PSCs and the outcome of the cellular reprogramming.

Serine/glycine metabolism has emerged as a key metabolic node in proliferating cells such as cancer cells. Consumption and release (CORE) profiles of 219 metabolites from culture medium across the NCI-60 cancer cell lines identified glycine as the metabolite that correlated most to the rates of cell proliferation across these cancer cell lines (Jain et al, 2012). Amplification of Phgdh has been found in breast cancer (Possemato et al, 2011) and melanoma (Mullarky et al, 2011). Gldc was also found to be up-regulated in non-small-cell lung carcinoma (Zhang et al, 2012b) and glioma (Kim et al, 2015). Although PSCs are recognized to share many properties with cancer cells, little is known about serine/glycine metabolism in PSCs, and there is still little information documenting how serine/glycine metabolism might be involved in the reprogramming process. Here, we confirmed that PSCs exhibited high glycine flux, which was followed by GCS activation to catabolize glycine, thus preventing glycine accumulation while maintaining the epigenetic state. Intriguingly, we also found that the activation of GCS by Gldc has a similar effect during reprogramming. Gldc knockdown leads to a nearly blockade of reprogramming without cell death, establishing GCS activation as an essential mechanism for successful somatic cell reprogramming. Consistent with that previously reported, mouse but not human ESCs catabolize threonine to supply glycine by activating Tdh (Wang et al, 2009; Shyh-Chang et al, 2013), we found that the level of Tdh was significantly increased in mouse ESCs. However, in human ESCs, the expression of SSP enzymes was increased dramatically, compared with the moderate change in mouse ESCs (Figs 1F and 6B). This difference might explain how human ESCs acquire an advantageous metabolic state without Tdh. However, it is interesting to note that GCS activation is conserved in both mouse and human PCSs. Thus, although SSP and threonine catabolism are activated in human and mouse ESCs, respectively, to maintain glycine flux, both of these cell types rely on the GCS for further glycine catabolism and cleavage, underlining the importance of the GCS system in development.

Our discovery that GCS activation is critical for protecting PSCs from senescence is potentially significant. As irreversible arrest during the G1 transition of the cell cycle, senescence normally occurs in response to stresses such as DNA damage, oxidative stress, toxic metabolites, or aberrant oncogene expression (Campisi & d’Adda di Fagagna, 2007; Collado et al, 2007; He & Sharpless, 2017). Stem cell ageing and exhaustion, defined as a decline in stem cell numbers and function, is a hallmark of organismal ageing (López-Otín et al, 2013). Lifelong persistent stem cells are especially sensitive to the accumulation of cellular damage or toxic metabolites, which ultimately leads to the loss of stemness and results in senescence (Shyh-Chang et al, 2013; Oh et al, 2014). It has also been confirmed that senescence is the greatest barrier limiting the efficiency of successful reprogramming (Banito et al, 2009; Li et al, 2009; Utikal et al, 2009). Here, we observed that deactivation of the GCS by Gldc knockdown caused the accumulation of glycine, which is subsequently converted to MG, inducing senescence of PSCs or reprogramming cells. Notably, the brain is one of the tissues that maintain high expression of Gldc (Kure et al, 2001). It was reported that loss-of-function mutations in GCS-related genes caused elevated glycine levels in body fluids, especially in the brain, a condition known as NKH. AGE accumulation in both intra- and extra-cellular environments has been found in the ageing brain, and MG was also proven to be involved in the progression of Alzheimer’s disease and Parkinson’s disease (Krautwald & Munch, 2010; Li et al, 2012; Chaudhuri et al, 2018). From our findings, it seems possible that brain ageing and age-associated neurological disorders could be related to GCS dysfunction, thus providing novel insight for understanding the pathogenesis of neurodegenerative diseases and ageing.

It has been widely accepted that the pluripotency of PSCs is related to their unusual chromatin structure or to specific histone modifications (Shyh-Chang & Ng et al, 2017). H3K4 trimethylation is associated with open euchromatin, which is crucial for the epigenetic plasticity and pluripotency of PSCs (Panopoulos et al, 2012; Denissov et al, 2014; Kidder et al, 2014). Intriguingly, we found that both mouse and human PSCs control the synthesis of SAM through activating the GCS, thereby modulating H3K4 trimethylation, which helps to maintain a pluripotent state as well as facilitates the reprogramming process. In previous studies, two groups independently proved that threonine and methionine metabolism were critical for histone methylation in mouse and human PSCs, respectively (Shyh-Chang et al, 2013; Shiraki et al, 2014). Importantly, we show here that GCS activation is conserved in both human and mouse PSCs to sustain H3K4me3 methylation and thereby control pluripotency and cell fate determination.

Although metabolism is closely correlated with the determination of stem cell fate, its significance and underlying mechanisms are largely unexplored. In this regard, it is very interesting for us to discover here that GCS activation controlled by Gldc expression in PSCs plays a vital role in pluripotency acquisition and protects stem cells from senescence, positioning Gldc as a potential target in future studies for the clinical application of stem cells. Notably, replenishing SAM and Glo1, an MG detoxifier, only partially restored the reprogramming efficiency under Gldc knockdown conditions, suggesting that Gldc might have other potential functions beyond those described here and that warrants further investigation. Collectively, it is fundamental for us to demonstrate here that GCS activation in PSCs facilitated by Gldc expression is critical for pluripotency via epigenetic regulation and senescence control.

## Materials and Methods

### Cell culture

Feeder-independent mouse ES and iPS cells were cultured on gelatinized dishes in DMEM supplemented with 15% KnockOut Serum Replacement (Thermo Fisher Scientific), 1% FBS (Gibco), 2 mM L-GlutaMAX, 55 μM β-mercaptoethanol, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, 100 μg/ml penicillin and streptomycin, and 1,000 U/ml mouse leukaemia inhibitory factor (Millipore). Mouse ES and iPS cells cultured on feeder cells used the same DMEM as the feeder-independent mouse ES and iPS cells, except this medium contained 15% FBS (Gibco) instead of KnockOut Serum Replacement. H9 cells were cultured using TeSR-E8 (Stem Cell). MEFs were obtained from E13.5 CF-1 mouse embryos. MEF cells and IMR90 cells were cultured in DMEM supplemented with 10% FBS (Gibco), 0.1 mM nonessential amino acids, and 100 μg/ml penicillin and streptomycin. Formic acid (Formate, F0507; Sigma-Aldrich), S-(5′-adenosyl)-L-methionine iodide (A4377; Sigma-Aldrich), and L-carnosine (C9625; Sigma-Aldrich) were added to cell culture medium as indicated. V6.5 cells were kindly provided by Yangming Wang (Peking-Tsinghua Center for Life Sciences). H9 and iPS cell lines were obtained from the American Type Culture Collection. V6.5, H9, and iPS cell lines were used within 15 passages (less than 2 mo) after reviving from the frozen stocks. MEFs were used with four passages after reviving from the frozen stocks.

### qRT-PCR

Total RNA was isolated using TRIzol. One microgram of total RNA was used to synthesize cDNA using HiScript II 1st Strand cDNA Synthesis Kit (Vazyme). qRT-PCR was performed using SYBR Green Master Mix (Vazyme) on a Bio-Rad iCycler. The primer sequences used are shown in the Table S1. The fold change of the target mRNA expression was calculated based on the cycle threshold (Ct) value, where ΔCt = Ct_target_ − Ct_18S_ and Δ(ΔCt) = ΔCt_control_ − ΔCt_indicated condition_. The expression of all samples was normalized to 18S ribosomal RNA expression.

Table S1 Nucleotide sequence of primers used for qRT-PCR.

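The mouse primer pairs of Table S1 were matched to the annotated transcripts of mm10 to show which transcripts each pair amplifies. Of 29 pairs, 27 matched the transcripts of a single gene in both primers, 1 matched several genes, and 1 had no match. The amplicons were between 80 and 297 nt long, and of the 27 that matched a single gene, 12 lie within 1 exon and 15 span exons. The Gldc pair amplifies 91 nt of the coding sequence across exons 3 and 4. The Tdh pair amplifies 101 nt within exon 2. The Phgdh pair gives the same 242-nt product on the processed pseudogene Gm7901. No transcript matched both c-Myc primers. The second of the pairs named for endogenous Klf4 matched a 132-nt stretch of the 3' UTR of Myc, while the first matched 144 nt of the 3' UTR of Klf4.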

### Western blot

Cells were harvested and lysed using RIPA buffer (50 mM Tris–HCl, pH 8.0; 150 mM NaCl; 5 mM EDTA; 0.1% SDS; and 1% Nonidet P-40 [NP-40]) supplemented with protease inhibitor cocktail. Equal amounts of protein were loaded and separated by SDS–PAGE. Primary antibodies against the following proteins were used: OCT4 (from Stemgent); SOX2 (from Millipore); MYC (from Epitomics); KLF4, SSEA1, SHMT1, SHMT2, TDH, AMT, H3, P15, and MG (from Abcam); H3K4me3, H3K9me3, H3K27me3, and H3K36me3 (from Cell Signaling Technology); FLAG (from Sigma-Aldrich); ACTIN, phosphoglycerate dehydrogenase, PSAT1, PSPH, GCAT, GLDC, GCSH, P16, P21, and GLO1 (from Proteintech). Signals were detected using Western ECL Substrate (Bio-Rad). Antibody information is listed in Table S2.

Table S2 Antibody information.

### Induction of PSCs

For mouse iPS induction, pMX-based vectors containing mouse Oct4, Sox2, Klf4, or Myc (Addgene) or other vectors containing genes relevant to the experiment were transfected into HEK293T cells using Lipofectamine 2000 (Invitrogen). 48 h after transfection, medium containing virus particles was collected and used to infect preseeded MEF cells supplemented with 8 μg/ml polybrene (Sigma-Aldrich). 2 d after infection, the medium was replaced with fresh mouse ESC medium, which was exchanged daily with fresh medium. 6 d after infection, reprogramming cells were replated onto feeder cells. AP- or SSEA1-positive colonies were counted on day 16 after infection.

For human iPSC induction, IMR90 cells were seeded at a density of 100,000 cells per well in a six-well plate. Viral supernatants of transfected HEK293T cells were used for infection. Vitamin C (50 μg/ml) and valproic acid (1 mM) were added to increase the reprogramming efficiency. 8 d after infection, reprogramming cells were replated onto feeder cells, the medium was replaced daily with fresh human ESC medium, and AP-positive colonies were counted on day 35 after infection.

### Plasmids and stable cells

shRNA sequences targeting Gldc, Gcsh, Amt, Sox2, and Lin28A cloned into the pLKO (plasmid pLKO.1) vector were commercially purchased (Sigma-Aldrich). shRNA targeting sequences are listed in Table S3. The coding sequences of Gldc, Gcsh, Amt, Glo1, Oct4, Sox2, Klf4, c-Myc, Nanog, and Lin28A were subcloned into the pSIN-3×flag lentiviral vector.

Table S3 shRNAs used in this study.

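Table S3 lists the 21-nt sequences targeted by the shRNAs, and each was matched to the transcripts of mm10. The Gldc sh1 target, CCACAGAAATCGCCATTCTAA, lies at nucleotides 2670 to 2690 of Gldc-201, in exon 21 and in the coding sequence (nucleotides 170 to 3247). On chromosome 19 this is 30110736 to 30110756, on the minus strand. In the transcript, it is preceded by TGGAAAGGGCCTCAAAGAAG and followed by ATGCCAACTACATGGCCAAA. The Gldc sh2 target, GCCACAGAAATCGCCATTCTA, lies at nucleotides 2669 to 2689, so that the 2 targets share 20 of their 21 nt. No other gene has a transcript with up to 2 mismatches to either target. The Sox2 sh2 target, GCACATGAACGGCTGGAGCAA, lies in the coding sequence of Sox2, at nucleotides 500 to 520 of its transcript and from 34650904 to 34650924 on chromosome 3. The sequence listed as Sox2 sh1, CCTAGACAACAAGATTGAGCA, had no match in Sox2, and matched Tsc22d3 on chromosome X from 140542112 to 140542132 and the pseudogene Gm8812. The Lin28A sh1 target, CCCAGTAAGAATGCAACTTAA, lies in the 3' UTR of Lin28a, from 134004773 to 134004793 on chromosome 4. The Lin28A sh2 target, CACCTTTAAGAAGTCTGCCAA, lies in the coding sequence, from 134008019 to 134008039. Which shRNA was used for the shGldc RNA-seq library is not named in the paper's text. The deposited column of that library carries the shRNA number 3, which Table S3 does not list for Gldc. For another experiment, the paper names an shGldc that targets the 3' UTR, where neither listed Gldc target lies.

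**Figure D3:**
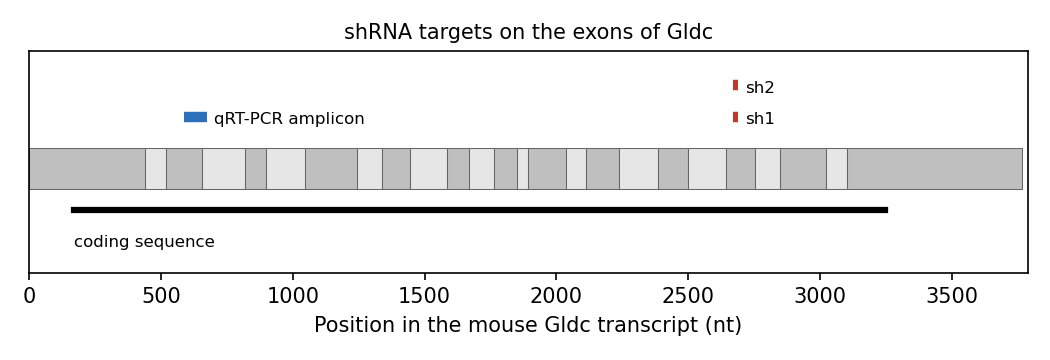
Map of the mouse Gldc transcript Gldc-201 (x axis, position in nt), with its 25 exons as boxes in alternating shades, the coding sequence as a black bar, the shRNA targets in red, and the qRT-PCR amplicon in blue. Both shRNA targets lie in exon 21, and the amplicon lies across exons 3 and 4.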

### Enzymatic assay

GCS activity was measured using [^14^C] glycine as previously described (Pai et al, 2015). A total of 10^7^ cells were harvested and washed once with phosphate-buffered saline (pH 7.4). The cell pellets were stored at −80°C until analysis. Then, the cell pellets were homogenized on ice in a cofactor solution containing 0.1 M Tris–Cl (pH 8.0), pyridoxal phosphate (0.4 mg/ml), dithiothreitol (1 mM), NAD (3 mg/ml), THF (5 mg/ml), and 5 μl [^14^C] glycine (0.1 mCi/ml, PerkinElmer). The samples were incubated for 2.5 h at 37°C in sealed plastic tubes with a piece of NaOH-soaked filter paper suspended inside the lid. The reaction was terminated by addition of 30% trichloroacetic acid, and the amount of ^14^CO_2_ trapped on the filter paper was measured in a scintillation counter. Total protein from the samples was measured for quantification.

### RIP

Cells were harvested and washed with cold PBS. Cells were obtained by centrifugation and lysed using RIP buffer (50 mM Tris–HCl, pH 7.4; 0.25 M NaCl; 1% Nonidet P-40 [NP-40]; 10 mM EDTA; and RNase inhibitor [Promega]) for 45 min. Cell lysates were precleared with beads for 1.5 h; the beads were then removed, and the supernatant was incubated with antibody for 14–18 h at 4°C, followed by incubation with beads for another 2 h. Protein–RNA complexes bound to the beads were washed five times in RIP buffer. RNA extraction and cDNA synthesis were performed as described in the qRT-PCR protocol. The oligos used are listed in Table S4.

Table S4 Nucleotide sequence of primers used for RIP-qPCR.

### Teratoma formation

iPSCs grown on feeder cells were harvested and suspended at 1 × 10^7^ cells/ml in DMEM containing 50% Matrigel (BD). A total of 1 × 10^6^ cells were injected into the dorsal flank of nude mice (SJA Laboratory Animal Company). After 4–8 wk, teratomas were removed and fixed in 10% formaldehyde. The samples were then embedded in paraffin, and sections were stained with haematoxylin and eosin.

### Dual luciferase reporter assay

To assess Lin28A binding, different fragments or the full-length sequence of Gldc were cloned into the pSI-check2 vector (Promega). 200 ng of luciferase reporter plasmids were transfected with either pSIN-3×flag-Lin28A or EV into HEK293 cells in each well of a 48-well plate. Firefly luciferase activity and Renilla luciferase activity were measured 48 h after transfection using a Dual Luciferase Reporter Assay System (Promega).

To assess Sox2 binding, the Gldc promoter sequence with the predicted Sox2-binding site or a mutated sequence was inserted into the pGL2-promoter luciferase reporter vector (Promega). HEK293 cells preseeded in a 48-well plate were cotransfected with 200 ng of the luciferase reporter plasmid, pSIN-3×flag-Sox2 or EV, and 4 ng of the pSV-Renilla plasmid. Firefly luciferase activity and Renilla luciferase activity were measured 48 h after transfection using the Dual Luciferase Reporter Assay System (Promega).

### MG measurement

MG levels were measured using an Methylglyoxal assay kit (ab241006; Abcam) according to the manufacturer’s instructions.

### RNA-seq analysis

Total RNA was extracted using TRIzol reagent (Life Technologies) following the manufacturer’s instructions, and the RNA integrity number was determined on an Agilent Bioanalyzer 2100 to assess RNA integrity. RNA-seq was performed by BGI using the Illumina HiSeq X10 platform. Reads were first mapped to the mouse reference genome mm10 using TopHat2 (v2.1.0). Transcripts were assembled by StringTie (v1.3.4 days), and gene expression analysis was performed using Ballgown v2.2.0. The accession number for RNA-seq data is Gene Expression Omnibus: GSE137439.

### Gas chromatography–mass spectrometry

Cells were collected in 80% (vol/vol) methanol, followed by repeated freezing and thawing. Insoluble material in the lysates was removed by centrifugation, and the supernatants were dried in a rotary evaporator and resuspended in 75 μl of pyridine. Metabolites were further derivatized by the addition of 25 μl of MTBSTFA containing 1% tert-butyl dimethyl chlorosilane at 60°C for 1 h. The samples were analysed using an Agilent DB-5MS column in an Agilent 7890/5975C GC/MS system (Agilent Technologies). Peaks representing each defined intensity were identified from known standards.

Formate was analysed by GC-MS as described previously (Lamarre et al, 2014). Briefly, cells were collected, and metabolites were extracted with ice-cold 80% (vol/vol) methanol, followed by centrifugation to remove insoluble material. The supernatants were dried in a rotary evaporator and resuspended in 50 μl of H_2_O, and alkylation was carried out by mixing 20 μl of phosphate buffer with 130 μl of 100 mM pentafluorobenzyl bromide, vortexing for 1 min, and incubating the samples at 60°C for 15 min. Next, the tubes were cooled to room temperature, and 330 μl of n-hexane was added and vortexed for 1 min until the two layers were separated. A 200 μl volume of the top layer was transferred to glass inserts and analysed on a GC-MS system equipped with an Agilent HP-INNOWax GC column.

### Liquid chromatography–mass spectrometry

Cells were collected and immediately flash-frozen in liquid nitrogen. Metabolites were extracted with 80% (vol/vol) ice-cold methanol by ultrasonication, followed by centrifugation to remove insoluble material. The supernatants were evaporated and resuspended in 50 μl of 80% methanol. Samples were analysed using a 5600 Plus TripleTOF mass spectrometer (AB/SCIEX) coupled to an HPLC system (AB/SCIEX). SAM and 5mTHF were separated on a Polar C18 HPLC column (phenomenex); AMP and GSH were separated on an HILIC HPLC column (phenomenex). Peaks representing each metabolite were extracted and analysed using MultiQuant software.

### Chromatin immunoprecipitation assay

Cells were fixed with 1% formaldehyde for 10 min and quenched in 0.125 M glycine for 5 min at room temperature. The cells were harvested and sonicated by a Scientz 92-IIN Sonication System. DNA was immunoprecipitated by either control IgG or anti-H3K4me3 primary antibody (Cell Signaling Technology) overnight at 4°C. RNA and protein were digested using RNase A and proteinase K. DNA was purified on a Sangon column, followed by qRT-PCR analysis using SYBR Green Master Mix (Vazyme). The oligos used are listed in Table S5.

Table S5 Nucleotide sequence of primers used for ChIP-qPCR.

### Statistical analysis

Data were presented as the mean ± SD of at least three independent experiments. *P* values were calculated by using *t* test. Statistical significance was defined as *P* < 0.05.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

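Gene expression was measured by RNA-seq in 5 mouse libraries, 1 each of MEFs, iPSCs, untreated V6.5 cells (the mESCs), V6.5 cells expressing the NTC, and V6.5 cells expressing shGldc. Each condition was 1 library, so no replicate error, p-value, or adjusted p-value is given. The authors extracted RNA with TRIzol, had it sequenced on the Illumina HiSeq platform, mapped the reads to mm10 with TopHat2, assembled transcripts with StringTie, and computed gene expression with Ballgown. The authors deposited FPKM values in 2 tables, made separately, of 24421 genes each. The first holds 3 libraries (MEFs, iPSCs, and untreated V6.5 cells) and the second 2 (NTC and shGldc). The gene annotation, the strand setting, and filters of the authors' processing are not stated in the paper's text. Overlaps with other annotated genes and sequence shared with copies are therefore given for the genes discussed singly, as a limit on their values. Shared sequence was measured as the share of a gene's 50-nt stretches found in transcripts of other genes.

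From the FPKM values, log2 ratios were computed as log2(FPKM + 0.1) differences within a table. Ratios over untreated V6.5 cells cross the separately made tables, so their medians and percentiles also include any difference between the tables. Genes with an FPKM of at least 1 in at least 1 library of a comparison were kept. A gene list was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size, drawn from the genes that passed the filter and matched on mean expression in 20 bins. A list outside the central 95% was taken to stand apart in these libraries. The pathway, pluripotency, housekeeping, and one-carbon lists were written by hand, since the members of the paper's gene sets are not in its text. Reactome sets shipped with fgsea 1.28.0 served as alternative lists, and of the 1535 identifiers of its Metabolism set, 96.0% matched a symbol of the deposited tables. Of the 233 identifiers of the Reactome set used in place of the housekeeping list, 62.2% matched. DAVID and GSEA, which the paper used, were not run, since GSEA's default ranking needs replicates. On simulated data with 11969 genes and lists of 50 genes, a list with no shift fell outside the central 95% in 4.5% of 200 lists. A shift of -0.3 was found in 90.0%, and a shift of -0.5 in 100.0%. The simulated values were independent and normal, with the robust SD of shGldc over NTC (0.53). That SD was 1.61 in mESCs over MEFs and 1.52 in iPSCs over MEFs, so these rates do not carry over to the comparisons with MEFs. Lists whose genes vary together were not simulated either.

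Depth was estimated from the step between low FPKM values multiplied by transcript length, over 5723 genes with a single annotated transcript, searched between 0.03 and 0.06 for the step with the most values at 1 to 3 multiples. The step gave 24600000 fragments for MEFs, 24700000 for untreated V6.5 cells, 22100000 for iPSCs, 28900000 for NTC, and 28800000 for shGldc. For the last 2 libraries, a step of double the size fitted as well or better, so their depth is uncertain by a factor of 2. A value of up to 3 fragments was taken as the floor, and this floor covers counting error only.

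The genes named in the text follow a rule: every gene the paper names for these libraries or measures in the same cells, the members of a list with the highest and lowest ratio, and the 5 genes with the largest rise and the 5 with the largest fall in each comparison. Alternatives were a pseudocount of 1 or 0.01, rescaling each library to the same FPKM sum, centring log2 ratios on their median, no filter or an FPKM of at least 5, the mean of a list, random lists not matched on expression, other lists, Spearman's correlation, and all genes in place of metabolic genes. Without replicates, a ratio of a single gene was called moved by an alternative when it changed by more than 0.60, the robust SD of the log2 ratio of NTC over untreated V6.5 cells, and a count when it changed by more than 1.5 times. Transcript positions of primers and shRNA targets were found by exact matching to the GENCODE M21 transcripts of mm10. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used. Some values compared with the paper's figures are not reported here.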

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

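The tests of gene length, of GC content, and of the Hox genes against untreated V6.5 cells and between control libraries were set before their results were seen. The tests of random lists matched on expression, of the early lineage genes against untreated cells and between control libraries, and of the fibroblast transcripts were chosen after the pattern was seen.

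The paper does not report on early lineage genes in the knockdown libraries. In a list of 24 markers of the germ layers and of early differentiation, 13 genes passed the filter, and their median log2 ratio of shGldc over NTC was 1.20. The ratios ranged from -0.30 for Sox1 to 3.89 for Gata6, and both genes overlap other annotated genes. Over untreated V6.5 cells, the same genes had a median of 1.42, so the rise was also present against the other control, although that ratio crosses the separately made tables. These genes were kept by their level in NTC or shGldc cells. With the filter on shGldc and untreated V6.5 cells, 15 genes passed, at a median of 1.13. Of these, 10 were higher and 5 lower, 3 of them at least 2-fold, from -2.86 for Pax6, which overlaps Pax6os1, to 6.48 for Cdx2. The median of shGldc over NTC stood at percentile 100.00 among random lists matched on mean expression, on transcript length, or on GC content, so none of these properties accounts for it. Between the control libraries, NTC over untreated V6.5, the median was -0.41, smaller and in the other direction. Single genes went the other way: of 14 that passed in that comparison, 4 were higher and 10 lower in NTC. Cdx2 was at 3.88, T at 3.08, and Mixl1 at 2.13, above their ratios of shGldc over NTC (2.60, 0.23, and -0.13). Of the 13 genes, 9 were higher in shGldc cells than in both controls. With 1 library per condition, however, the pattern cannot be told apart from a difference between cultures of the same line. The biological hypothesis, that V6.5 cells expressing shGldc may begin to differentiate, remains open.

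The paper does not discuss Hox genes either. The family was singled out after Hoxb1 and Hoxb2 were seen among the largest rises. Of 39 Hox genes, 24 passed the filter, with a median log2 ratio of shGldc over NTC of 3.16, from -0.78 for Hoxd1 to 6.60 for Hoxb1. Many Hox genes overlap each other or antisense genes, so their single values are uncertain. Of the 24 genes, 22 were higher in shGldc cells than in both controls. Over untreated V6.5 cells, the median of the same genes was 2.53, again across the tables. The percentile was 100.00 for random lists matched on mean expression, on length, and on GC content, but since the family was chosen for its rise, these percentiles cannot decide. NTC over untreated V6.5 gave -0.59. A difference between cultures that could arise without the knockdown is not excluded by 1 library per condition.

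Transcripts typical of fibroblasts were found in the library of untreated V6.5 cells. A set of 22 genes had an FPKM of at least 50 in MEFs and under 0.1 in both NTC and shGldc cells. All 22 were above 0 in untreated V6.5 cells, at a median of 0.97 percent of their MEF level (quartiles 0.50 and 1.54). In iPSCs, 17 were above 0 and the median was 0.031 percent. For a list of 20 fibroblast genes, the median was 1.96 percent of MEFs in untreated V6.5 cells and 0.14 percent in NTC cells. Col1a1 had an FPKM of 3672.1 in MEFs, 20.5 in untreated V6.5, 1.68 in iPSCs, 1.24 in NTC, and 0.125 in shGldc cells. A candidate explanation is a trace of fibroblast RNA, and across the 22 genes log2 FPKM in untreated V6.5 rose with log2 FPKM in MEFs with a slope of 0.83, near the slope of 1 that a constant share gives. Expression common to V6.5 cells was tested with the fibroblast list in NTC over untreated V6.5. The median log2 ratio was -2.49 over all 20 genes without the filter, and -2.69 over the 16 that passed it. Most of its transcripts were thus lower in the other control library, although that ratio crosses the tables too. Of the 16 genes that passed the filter in that comparison, 12 were lower and 4 higher in NTC cells. For those 4, Vim (1.13), Col5a1 (0.95), Thy1 (0.30), and Pdgfrb (0.24), expression common to V6.5 cells is not excluded. The tests do not tell RNA of feeder cells in the culture from fragments carried over between libraries. No biological explanation was tested.

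Psph, Shmt2, and Dld moved in opposite directions against MEFs in mESCs and iPSCs, and this difference was not tested, since there are no replicates. The log2 ratio in mESCs minus that in iPSCs was -1.02 for Psph, -0.50 for Shmt2, and -0.13 for Dld. Psph was at -0.17 in mESCs and 0.85 in iPSCs, and after centring on the median of all genes at -0.42 and 0.54, still in opposite directions. Shmt2 was at -0.22 and 0.28, and after centring at -0.46 and -0.03. Dld was at -0.05 and 0.08, and after centring at -0.30 and -0.23, so that for Shmt2 and Dld the opposite directions were lost with the scaling. Psph overlaps Cct6a and Shmt2 overlaps Ndufa4l2. No biological explanation was tested.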

How the results depend on the processing

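The alternatives were set before the data were examined, except for untreated V6.5 cells as the control, the one-carbon list without Gldc, and random lists drawn from metabolism genes, which were chosen after seeing the data. The results for Hox genes and for early lineage genes were added after seeing the data and were run under the same alternatives. No paired analysis was possible because each condition is 1 library. Over 19 results, 148 alternative values were computed. Rescaling or centring of the gene lists gave 20 of these values. Both shift the genes nearly alike, so they test the sign of a median but hardly its percentile, which centring cannot move at all, and the 16 that stayed the same show no stability of the lists. The other 4 reversed in sign only. Of the remaining 128 values, 95 kept their direction and their side of the threshold, 17 moved, 9 became stronger, 4 became weaker, and 3 reversed. Taking the largest value of repeated symbols was not run, since no symbol repeats. Where a list came out otherwise with another filter, summary, or gene set, the cause was not tested.

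The gap in r between mESCs with iPSCs and either with MEFs stayed positive under all alternatives, from 0.12 without the filter to 0.30 over all genes. Gldc in shGldc over NTC stayed between -5.17 and -4.62, and was -4.78 over untreated cells. The lists of Hox and early lineage genes stayed above the central 95% under every alternative run, of which rescaling and centring are hardly a test, but the Hox family was chosen for its rise.

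The glycine, serine, and threonine list lay within the central 95% with the main settings. With the mean of the list, it was 1.39 in mESCs and 1.42 in iPSCs, and with the Reactome set of amino acid metabolism 0.69 and 0.58, all above the central 95%. The carbon list in mESCs was above it without a filter on FPKM (0.64) and with the mean (0.76). The wider Reactome set of carbohydrate metabolism, with 248 genes, was at -0.07 in mESCs and -0.07 in iPSCs, below the central 95%. Both values are counted above as reversed, but a different gene set does not test the carbon list itself. In iPSCs, the carbon list reversed to -0.03 with rescaled libraries and to -0.04 with centred ratios. Its sign thus depends on the scaling, while its percentile hardly changed (32.04 and 34.48).

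Tdh, with about 3.96 fragments in MEFs, moved to 7.32 in mESCs and 7.00 in iPSCs with a pseudocount of 1, and to 10.81 and 10.50 with 0.01. Gldc moved to 5.76 and 6.00 and to 8.81 and 9.05. The values in MEFs are low, so the pseudocount sets the size of these ratios, but not their direction. The 324 genes at least 32-fold higher in mESCs and iPSCs became 64 with a pseudocount of 1 and 856 with 0.01.

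The 919 genes at least 2-fold lower in shGldc than in NTC cells became 538 with a pseudocount of 1, 1842 without a filter, 322 with an FPKM of at least 5, and 1696 over untreated V6.5 cells. The 1074 higher genes became 654, 1996, and 475 under the first 3 of these. The counts rest largely on genes of low expression.

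The pluripotency list was within the central 95% with the Reactome set of 2 genes (-0.42). The 11 genes of Fig 4B were within it over untreated V6.5 cells (-0.21). The one-carbon list was within it with the Reactome folate set (-0.20) and over untreated cells (-0.16). In NTC over untreated V6.5, across the separately made tables, the 11 genes of Fig 4B had a median of 0.37 (percentile 99.02) and the one-carbon list one of 0.19 (percentile 97.88), so both lists stood high in the NTC library relative to untreated cells. The housekeeping median reversed to -0.004 with rescaled libraries, -0.0034 with centred ratios, and -0.05 over untreated cells, and it was above the central 95% with the Reactome set (0.06), with ribosomal protein genes (0.07), and with genes within 1.5-fold in MEFs, mESCs, and iPSCs (0.07).

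Depth limits the ratios to MEFs, where Tdh lies near the floor of 3 fragments and genes such as Pla2g1b are listed at 0. Precise folds over MEFs were therefore not detectable at this depth for such genes.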

Differences from the paper's values

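FPKM values and log2 ratios were read by eye from Fig S1A and compared with the deposited table. Of 57 FPKM values compared, 11 differed, as did 2 of 19 log2 ratios of mESCs over MEFs. The paper's FPKM of Scn8a is about 4.5 in mESCs and about 2.2 in iPSCs in Fig S1A, read by eye, against 0.861 and 0.659 here. That of Acer2 is about 15 in mESCs and about 12 in iPSCs in Fig S1A, read by eye, against 3.51 and 3.42 here. The paper's size of the log2 ratio in mESCs over MEFs is about 8.5 for Scn8a in Fig S1A, read by eye, against 3.12 here. None of the alternatives set before the data were examined closed the gap in this ratio, and rescaling, the only alternative that changes an FPKM value, closed none of the gaps in these FPKM values.

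The paper's log2 ratio of Acer2 is about 8.1 in Fig S1A, read by eye, against 4.65 here. With a pseudocount of 0.01, it was 6.04, which is within 1.5 times of the paper's value on the log2 scale but still well below it in fold. No other alternative came within that limit. The FPKM of Acer2 in mESCs also differed from the paper's, so the pseudocount alone does not account for the gap. In MEFs, the paper's FPKM is about 0.02 for Cacng6, about 0.13 for Got1l1, and about 0.09 for Slc39a4 in Fig S1A, read by eye, against a listed 0, 0.0299, and 0.0177 here. Rescaling did not close these gaps.

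Rescaling each library to an FPKM sum of 1000000 closed the gap for 4 of the 11 FPKM values, but of the 46 that did not differ as deposited, 38 differed after it. That sum lies above the deposited sums (466650 in MEFs, 550627 in mESCs, and 576470 in iPSCs), so every value above 0 rose. The counts follow from the sum chosen and cannot tell whether the paper's values were scaled otherwise. The paper's FPKM of C1qtnf3 in mESCs is about 0.09 in Fig S1A, read by eye, against 0.0552 here and 0.1 after rescaling. For Upp1 in MEFs, the paper gives about 1.7 in Fig S1A, read by eye, against 0.983 and 2.11. For Cav1 in iPSCs, it gives about 0.04 in Fig S1A, read by eye, against 0.0245 and 0.0425. For Slc35f2 in MEFs, it gives about 0.18 in Fig S1A, read by eye, against 0.103 and 0.221.

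From a term enrichment with DAVID, the paper states that genes of glycine, serine, and threonine metabolism and of carbon metabolism were up-regulated in stem cells. The median of a list is another measure and does not repeat that enrichment. Of the glycine, serine, and threonine list, 37.5% were at least 2-fold higher in both mESCs and iPSCs, against 25.0% in random lists (percentile 93.72). For the carbon list, it was 20.0% against 21.2% (percentile 37.77). Here, the medians of both lists lay within the central 95% of matched random lists, at percentiles 94.51 and 73.20 for the glycine, serine, and threonine list in mESCs and iPSCs, and 93.69 and 34.48 for carbon metabolism. The glycine, serine, and threonine list lay above the central 95% with the mean of the list (percentiles 99.83 and 99.51) and with the Reactome set of amino acid metabolism (99.99 and 99.38). A shorter list of the 11 enzymes of Fig 1D had a median of 1.71 in mESCs, also above the central 95% (percentile 99.93). In iPSCs, its median was 0.41, within the central 95% (percentile 62.23). The carbon list lay above the central 95% in mESCs without a filter (97.95) and with the mean (99.64), and in no setting in iPSCs. The wider Reactome set of carbohydrate metabolism, which is a different gene set, had a median of -0.07 in each comparison. That lay below the central 95%, at percentile 0.27 in mESCs and 0.05 in iPSCs.

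Fig S1A places Scn8a above Gldc by the size of the log2 ratio in mESCs over MEFs. Here, Gldc was number 5 of the 20 genes (8.07), while Scn8a was number 20. Over all genes that passed the filter, Tdh was number 8 and Gldc number 58 by this ratio. The place of Gldc among the 20 genes depended on the pseudocount. With a pseudocount of 0.01, Gyltl1b (9.65), Got1l1 (9.64), Cacng6 (9.44), and Slc39a4 (9.31) also came above Gldc (8.81), while Upp1 (8.32) came below it. Scn8a, at 5.40, stayed below Gldc.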

Other observations

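The tests of gene length and GC content and of the relation to the MEF profile were set before their results were seen, and the other tests were chosen after the pattern was seen.

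The NTC and untreated V6.5 libraries, both controls of the same line in separately made tables, also differed at many genes. At least a 2-fold difference was found for 15.2% of 12048 genes between NTC and untreated V6.5 (601 higher and 1235 lower in NTC), and for 16.7% of the genes between shGldc and NTC. Across the same tables, shGldc and untreated V6.5 differed by that much for 23.7% of the genes (1210 higher and 1696 lower in shGldc).

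Tdh had an FPKM of 583.3 in NTC and 188.1 in shGldc cells, a log2 ratio of -1.63. Against untreated V6.5 cells, the ratio was 0.13. The lower Tdh in shGldc cells may therefore reflect a high NTC library, not a low shGldc library.

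The pluripotency list was tested for the same explanation. Over untreated V6.5 cells, its median was -0.23, near the -0.28 over NTC, so the decrease of this list was also present against the other control, although that ratio crosses the separately made tables. NTC over untreated V6.5 gave a median of 0.08 for the same genes. The 11 genes of Fig 4B, which are part of this list, differed in this: NTC over untreated gave 0.37 (percentile 99.02) and shGldc over untreated gave -0.21 (percentile 11.66), so for them a high NTC library is not excluded. The list stood at percentile 0.02 among random lists matched on transcript length and 0.03 among those matched on GC content, so neither accounts for the decrease. Of the 53 genes of the list, 25 were lower in shGldc than in both controls. As a hypothesis, lower pluripotency genes could follow from the loss of Gldc, but with 1 library per condition this cannot be told apart from differences between libraries.

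A further hypothesis was that loss of Gldc shifts V6.5 cells towards the MEF profile. Across 11611 genes, the log2 ratio of shGldc over NTC was related to that of mESCs over MEFs with Spearman's rho of -0.25, which is in the direction of the hypothesis. With iPSCs over MEFs in place of mESCs over MEFs, rho was -0.16. Genes are not independent replicates, so this describes the libraries only. The 322 genes at least 32-fold higher in mESCs and iPSCs than in MEFs had a median of -0.23 in shGldc over NTC. As a control, the ratio of NTC over untreated V6.5 was related to that of iPSCs over MEFs with rho of 0.05. A shift towards MEFs in these libraries could also come from variation between cultures, which 1 library per condition cannot exclude. Of the genes at least 32-fold lower in mESCs and iPSCs, only 28 passed the filter, which depends on their level in NTC and shGldc cells, and their median was 0.45. The 10 genes of the fibroblast list that passed had a median of -0.35, within the central 95% (percentile 6.74), so neither decides.

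The paper examined senescence markers in knockdown cells by other methods. Here, Cdkn1a had an FPKM of 72.9 in NTC and 116.0 in shGldc cells (log2 ratio 0.67), Cdkn2b had 2.71 and 4.85 (0.82), and Cdkn2a had 31.7 and 36 (0.18). Cdkn1a overlaps an annotated gene. FPKM was given per gene, so the value of Cdkn2a was not limited to Cdkn2a-201, the 1 transcript that the paper's P16 primers matched. Over untreated V6.5 cells, the ratio was 1.31 for Cdkn1a, -0.07 for Cdkn2b, and 0.24 for Cdkn2a. Glo1 had 59.1 in NTC and 57.2 in shGldc cells (-0.05), but shares 46.9% of its 50-nt stretches with Gm13443. The Reactome set of cellular senescence, with 116 genes that passed the filter, had a median of 0.11 (percentile 92.09), and that of the cell cycle lay at percentile 8.89. A list of 10 genes of H3K4 methylation had a median of -0.18 (percentile 9.31). With untreated V6.5 cells as the control, the senescence set had a median of 0.25 (percentile 99.99), the cell cycle set -0.10 (percentile 0.03), and the H3K4 methylation list 0.29 (percentile 89.42), so the last changed its sign with the control. In NTC over untreated V6.5, the medians were 0.10 (percentile 98.65), -0.10 (percentile 0.14), and 0.40 (percentile 98.97), so a difference from untreated cells in these sets was not particular to shGldc. By their ratios of shGldc over NTC, the senescence set ranged from Gm12657 (-1.89) to Hist1h4d (5.42), and the cell cycle set from Psmb9 (-2.46) to Hist1h4d. The H3K4 methylation list ranged from Kmt2c (-0.37) to Setd1b (0.66). These 5 genes share sequence with or overlap other genes.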
